# LDL receptor-related protein 5 selectively transports unesterified polyunsaturated fatty acids to intracellular compartments

**DOI:** 10.1038/s41467-024-47262-z

**Published:** 2024-04-09

**Authors:** Wenwen Tang, Yi Luan, Qianying Yuan, Ao Li, Song Chen, Stanley Menacherry, Lawrence Young, Dianqing Wu

**Keywords:** Transporters, Lipid signalling, Mass spectrometry, Transport carrier

## Abstract

Polyunsaturated fatty acids (PUFAs), which cannot be synthesized by animals and must be supplied from the diet, have been strongly associated with human health. However, the mechanisms for their accretion remain poorly understood. Here, we show that LDL receptor-related protein 5 (LRP5), but not its homolog LRP6, selectively transports unesterified PUFAs into a number of cell types. The LDLa ligand-binding repeats of LRP5 directly bind to PUFAs and are required and sufficient for PUFA transport. In contrast to the known PUFA transporters Mfsd2a, CD36 and FATP2, LRP5 transports unesterified PUFAs via internalization to intracellular compartments including lysosomes, and n-3 PUFAs depend on this transport mechanism to inhibit mTORC1. This LRP5-mediated PUFA transport mechanism suppresses extracellular trap formation in neutrophils and protects mice from myocardial injury during ischemia-reperfusion. Thus, this study reveals a biologically important mechanism for unesterified PUFA transport to intracellular compartments.

## Abstract (web summary)

The mechanisms transporting fatty acids into the cell are not completely understood. Here, the authors discover a selective transporter for a specific class of lipids, and show its role in regulating neutrophil function during myocardial ischemia-reperfusion injury.

## Introduction

Fatty acids are classified into three major classes: saturated fatty acids (no double bonds), monounsaturated fatty acids (a single double bond), and polyunsaturated fatty acids (PUFAs) with multiple double bonds. Depending on the methyl terminal position of the first double bond, PUFAs are further divided into n-3 (or ω3) and n-6 (or ω6) PUFAs. The n-3 PUFAs include α-linolenic acid (ALA), eicosapentaenoic acid (EPA), and docosahexaenoic acid (DHA), whereas the n-6 PUFAs include linoleic acid (LA) and arachidonic acid (ARA). PUFAs are essential fatty acids, which cannot be synthesized by humans, mice, and other mammals and thus must be supplied in the diet^1,2^. PUFAs, particularly n-3 PUFAs, are generally considered to be anti-inflammatory and have beneficial effects on human health and particularly cardiovascular health including potential protection from myocardial ischemia-reperfusion injury^1–9^. While the molecular mechanisms accounting for these effects of PUFAs remain under-investigated, PUFA-derived bioactive metabolites regulate various aspects of inflammatory processes^10–12^. In addition, PUFAs can also signal through cell surface G protein-coupled receptors including GPR40 and GPR120^13^. Moreover, studies showed that n-3 PUFAs inhibited mTORC1 signaling^14–18^. The mTORC1 signaling pathways regulate numerous important cellular processes including stimulation of protein synthesis primarily through phosphorylation of p70S6 kinase 1 (S6K), S6 protein, and eIF4E Binding Protein (4EBP)^19^.

Although fatty acids can passively diffuse across the cell plasma membrane, cell surface transporters, including the CD36 class molecules and fatty acid transporter proteins (FATPs), facilitate the uptake of fatty acids including PUFAs^20,21^. The specific functions of PUFAs transported by CD36 and FATPs, except for FATP2, remain poorly defined. FATP2 is highly expressed in polymorphonuclear myeloid-derived suppressor cells in tumor-bearing mice and transports ARA into these cells to enhance their immunosuppressive activities^22^. However, it is expressed at a very low level and has a negligible role in PUFA transport in normal neutrophils^22^. Another known transporter for PUFAs is Mfsd2a, which exclusively transports esterified, but not non-esterified, DHA and is important for PUFA accretion into the central nervous system^23,24^. Thus, there is still a general lack of knowledge on the mechanisms for PUFA accretion and the specific function of PUFAs in most tissues and cell types.

LRP5 is a single transmembrane protein and shares close amino acid sequence homology with LRP6. Its extracellular domain contains four YWTD repeat domains and three LDL receptor Class A (LDLa) or ligand-binding repeats^25^. The YWTD repeat domains are involved in interactions with Wnt proteins and Wnt antagonists including DKK and sclerostin^26^, whereas no specific function has been linked to the LDLa repeats. These LDLa repeats are homologous with those in the LDL receptor that mediate lipoprotein binding^27^. LRP5 can function as a Wnt co-receptor in β-catenin stabilization via the binding of its intracellular domain to axin^28^. Studies, particularly mouse genetic studies, have further confirmed that LRP5 contributes to Wnt signaling, however, LRP6 seems to be the dominant co-receptor in Wnt-β-catenin signaling in most cases^29–33^. On the other hand, studies of LRP5 KO mice also reveal that some aspects of the LRP5 KO phenotype might not be readily connected to perturbation of Wnt-β-catenin signaling^34–39^. In this study, we identified LRP5 as being the transporter selective for unesterified PUFA and showed that LRP5 is required for mTORC1 suppression by unesterified n-3 PUFAs, which is important for neutrophil function.

## Results

### Neutrophil LRP5 protects mice from myocardial ischemia-reperfusion injury

Wnt-β-catenin signaling was previously implicated in neutrophil biology in the context of tumor immunity^40^, and global LRP5-deficiency was shown to increase the extent of injury in a mouse model of myocardial infarction^41^. Thus, we investigated the roles of myeloid LRP5 and 6 in modulating injury during myocardial ischemia-reperfusion, a condition in which neutrophils play an important role^42,43^. Myeloid-specific LRP5 (*Lrp5*^*M*^) or LRP6 (*Lrp6*^*M*^) knockout (KO) mice, driven by Lyz2-Cre, were subjected to left coronary artery ligation and reperfusion. The *Lrp5*^*M*^ KO mice sustained significantly greater myocardial ischemia-reperfusion injury, as indicated by larger areas of myocardial infarction (normalized to the ischemic risk region produced by coronary artery ligation) and greater impairment in contractile function (as indicated by lower left ventricular ejection fractions) than those of the WT littermates (Fig. 1a, c). In contrast, myeloid-specific LRP6-deficiency mice had no significant differences in myocardial ischemia-reperfusion injury compared to their WT controls (Fig.1b, c). LRP5-deficiency did not significantly alter the circulating neutrophil abundance prior to or after ischemia-reperfusion (Supplementary Fig. 1a). However, the *Lrp5*^*M*^ mice had moderately increased neutrophils, but not monocytes, in their hearts compared to WT, after ischemia-reperfusion (Fig. 1d and Supplementary Fig. 1b, c). Moreover, there was significantly increased co-staining of MPO (a neutrophil marker) and citrullinated histone H3 (a NET marker) in hearts of *Lrp5*^*M*^ KO mice vs. WT controls after ischemia-reperfusion (Fig. 1e, f), suggesting that myeloid-specific LRP5-deficiency increases neutrophil NET formation and probably activation. Consistent with this in vivo observation of the increased formation of NETs in the LRP5-null hearts during ischemia-reperfusion, isolated LRP5-deficient neutrophils also had more citrullinated H3 histone than WT neutrophils upon stimulation (Fig. 1g) and produced more extracellular DNA than the WT cells (Fig. 1h).

**Fig. 1:**
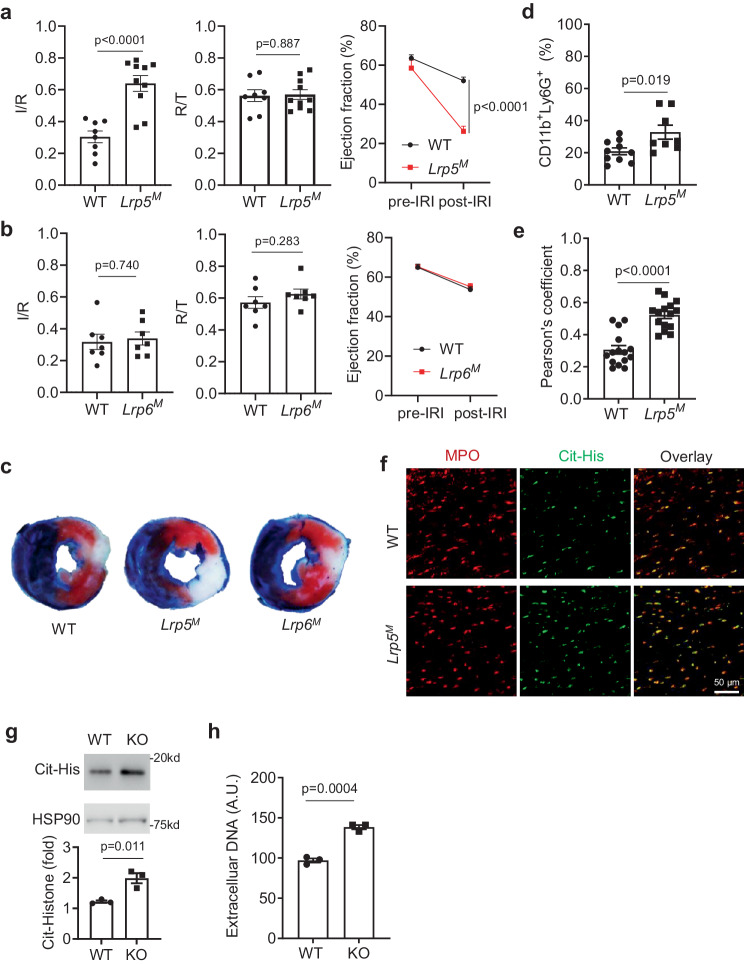
Myeloid-specific LRP5, but not LRP6, KO, leads to increased myocardial ischemia-reperfusion injury and NET formation. Mice lacking LRP5 (*Lrp5*^*M*^, (**a**)) or LRP6 (*Lrp6*^*M*^, (**b**)) in myeloid cells and their corresponding wildtype (WT) littermate control mice were subjected to myocardial ischemia-reperfusion injury. Infarction area (I) normalized against risk area (R) and Ejection Fractions before and after myocardial ischemia-reperfusion injury are shown. The ratios of risk area (R) to total area (T) are also shown. Each datum point represents one mouse (n = 8 for WT and n = 10 for *Lrp5*^*M*^ in (**a**). *n* = 7 for WT and *n* = 7 for *Lrp6*^*M*^ in (**b**)). Data were combined from three independent experiments. **c** Representative heart section images stained with triphenyl tetrazolium chloride from mice subjected to myocardial ischemia-reperfusion injury for (**a**, **b**). **d** Neutrophil presence in injured hearts determined by flowcytometry. Each datum point represents one mouse (n = 10 for WT and n = 8 for *Lrp5*^*M*^). Data were combined from three independent experiments. **e** Pearson’s coefficients of co-localization of MPO and citrullinated histone (c-His) in the injured heart sections. Each datum point is one section. Three independent sections per mouse and five mice per group were analyzed. **f** Representative images of heart sections stained with anti-MPO and anti-citrullinated histone (Cit-His). **g**, **h** LRP5-deificient (KO) and wildtype (WT) neutrophils were subjected to Western analysis to examine citrullinated histone or ELISA to detect extracellular DNA. Each datum point represents one mouse (n = 3 for WT and n = 3 for KO). Data were combined from three independent experiments. Data in this figure are all presented as mean ± sem with *p* values (Student’s *t*-test, Two-tailed, unpaired).

These results, together with the knowledge of the importance of neutrophils in myocardial ischemia-reperfusion injury, suggest that neutrophil LRP5 may be responsible for the observed phenotypes. Thus, we tested and found that Mrp8-Cre-driven LRP5 (*Lrp5*^*N*^) KO mice also had increased myocardial ischemia-reperfusion injury and elevated neutrophil NET formation (Fig. 2a and Supplementary Fig. 2a, b). Since Mrp8-Cre is more specific than Lyz2-Cre for neutrophils^44^, these results indicate that neutrophil LRP5 specifically protects hearts from ischemia-reperfusion injury.

**Fig. 2:**
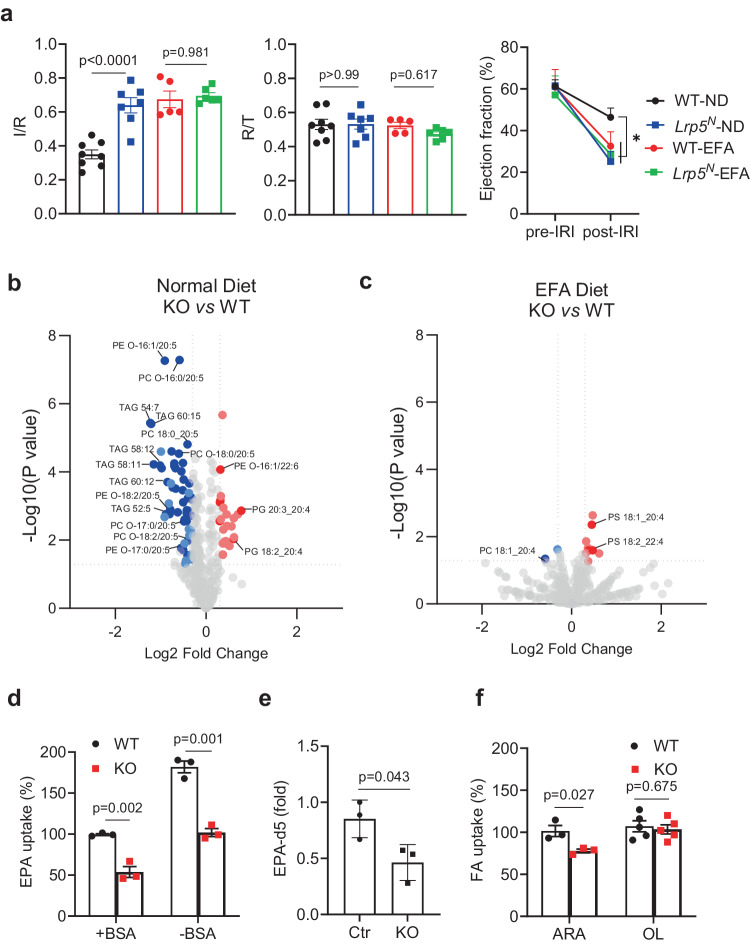
LRP5-deficiency reduces PUFA accretion in neutrophils. **a** Mice lacking LRP5 in neutrophils (*Lrp5*^*N*^) and their corresponding wildtype (WT) littermate control mice on the normal diet (ND) or essential fatty acid-free diets (EFA) were subjected to myocardial ischemia-reperfusion injury. Infarction area (I) normalized against risk area (R) and Ejection Fractions before and after myocardial ischemia-reperfusion injury are shown. Each datum point represents one mouse (*n* = 8 for WT-ND(black circle), *n* = 7 for *Lrp5*^*N*^-ND(blue square), *n* = 5 for WT-EFA(red circle) and *n* = 6 for *Lrp5*^*N*^-EFA(green square)). Data were combined from three independent experiments. Data are presented as mean ± sem (One-way ANOVA for I/R and R/T, Two-way ANOVA for Ejection fraction, *p < 0.05). Volcano plots showing lipid species that are significantly (*p* < 0.05, Log_2_Fold > 0.3 or <−0.3, Student’s *t*-test, Two-tailed, unpaired) increased (red) and decreased (blue) in LRP5-deficient neutrophils compared to corresponding WT cells from mice on normal diet (**b**) or EFA-free diet (**c**). Dark blue and dark red points are lipids containing PUFAs; light blue and light red points are lipids not containing PUFAs. The complete dataset is shown in Supplementary Data 1 and Data 2. **d**, **f** Neutrophils isolated from *Lrp5*^*N*^ (KO) or WT mice fed on the essential fatty acid-free diet were incubated with ^14^C-EPA in the presence and absence of BSA or ^14^C-ARA or ^14^C-oleic acid (OL) with BSA. The uptake by WT cells is taken as 100% (*n* = 3 per group in (**d**) and ARA group in (**f**), *n* = 5 per group in OL group in (**f**)). **e** Targeted LC-MS analysis of deuterated EPA in neutrophils (*n* = 3 per group). Data in (**d**–**f**) are presented as mean ± sem with *p* values (Student’s *t*-test, Two-tailed, unpaired).

### LRP5 is important for PUFA accretion in neutrophils

To understand the downstream signaling mechanism for LRP5 in neutrophils, we first examined the role of LRP5 in Wnt-induced β-catenin stabilization in neutrophils. We found that LRP5 deficiency had little effect on Wnt3a-stimulated β-catenin accumulation in neutrophils (Supplementary Fig. 2c). In contrast, LRP6-deficiency abrogated Wnt3a-stimulated β-catenin accumulation in neutrophils (Supplementary Fig. 2d). This result indicates that LRP6, rather than LRP5, mediates Wnt-β-catenin signaling in neutrophils. To identify the mechanism by which LRP5 functions in neutrophils, we performed shotgun lipidomic, transcriptomic, and metabolomic analyses of LRP5-null neutrophils in comparison to the WT cells. 

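For the transcriptomic part, RNA of bone marrow neutrophils from mice aged 10 weeks was sequenced in 6 libraries, 3 labelled WT and 3 labelled LRP5-null. By their labels, the LRP5-null mice carried floxed Lrp5 alleles and a Cre recombinase inserted in Lyz2, a myeloid gene. The read summary deposited by the authors lists paired-end reads of 94 bases, 289067056, 249841492 and 331479906 reads in WT replicates 1 to 3 and 269664876, 265139192 and 340580330 in LRP5-null replicates 1 to 3. Between 206524690 and 288073020 of these were uniquely aligned. The labels name a Percoll density gradient and an mRNA library kit. The methods name a Percoll gradient for the preparation of neutrophils and, for RNA sequencing, sorting of CD11b and Ly6G double-positive cells, a stranded total RNA kit and single-end reads. Expression was deposited as TPM, a measure of transcript abundance in which the authors had taken out gene length and scaled every library to one fixed total over all genes listed. TPM keeps no read counts, so the counting error of a single gene is unknown. The identifiers are of a later annotation than the mm9 build named in the methods.
From these values, genes with a mean of at least 1 TPM over the 6 libraries were compared on the scale of log2(TPM + 1), which understates the change of low genes, with limma and Benjamini-Hochberg adjustment. Lrp5, which lies on chromosome 19 from 3584825 to 3686564 on the minus strand of NCBIM37 (mm9), was 1.29 ± 0.15 TPM (SD, n = 3) in the libraries labelled WT and 1.84 ± 0.21 TPM (SD, n = 3) in those labelled LRP5-null. Each library labelled LRP5-null, at 1.68, 1.77 and 2.07 TPM, was above each library labelled WT, at 1.12, 1.31 and 1.42 TPM. The exact permutation test of this difference gave p = 0.1, two-sided, the smallest p that 3 libraries against 3 allow. The log2 fold change of Lrp5 was 0.31 (standard error 0.094, adjusted p = 0.136 from limma). The targeted transcript therefore did not fall in the libraries labelled LRP5-null, and its level does not check the labels. Loss of a single exon may leave the TPM of the whole gene almost unchanged, so this does not settle whether the allele was lost. Directions given for these libraries rest on the labels and, for the Cre alone, on Lyz2. Lyz2, on chromosome 10 from 116714390 to 116719377, was 13792 ± 375 TPM (SD, n = 3) in the libraries labelled LRP5-null and 25963 ± 1039 TPM (SD, n = 3) in those labelled WT. It was lower in each library labelled LRP5-null than in each labelled WT, as a Cre inserted in the gene may bring about. Lyz2 thus goes with the labels for the Cre and says nothing of the loss of LRP5.
The libraries also differed in ways other than their label. Reads assigned to ribosomal RNA made up 1.20% and 1.30% of reads in WT replicates 1 and 2, 3.30% in WT replicate 3 and 2.69% to 2.98% in the libraries labelled LRP5-null. Across genes, the difference of each library from the mean of all 6 followed the GC content of transcripts, with Spearman correlations of −0.61 and −0.43 in WT replicates 1 and 2, 0.37 in WT replicate 3 and 0.33 to 0.44 in those labelled LRP5-null. Genes are not independent replicates, and these correlations describe the libraries. Libraries of low ribosomal share were labelled WT alone, so no comparison can be made among them, and the other libraries hold 1 WT library.

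**Figure D1:**
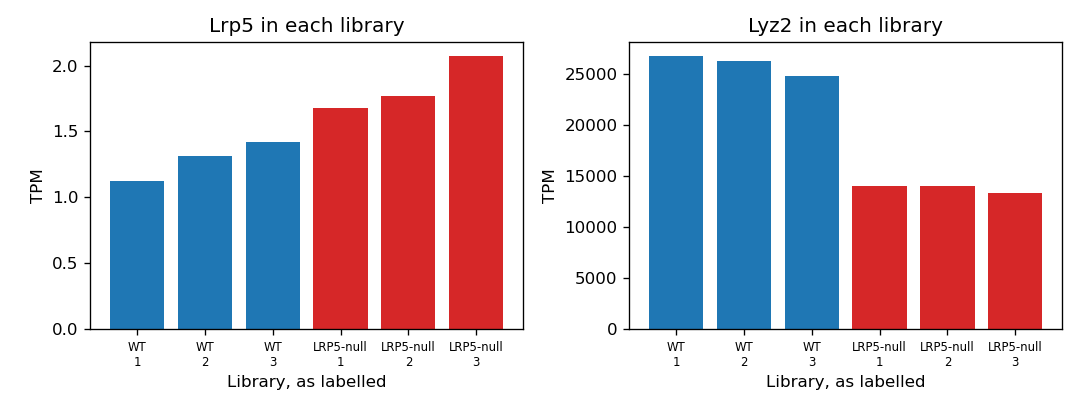
TPM of Lrp5 and Lyz2 (vertical axes) in each of the 6 libraries (horizontal axes), in blue for those labelled WT and red for those labelled LRP5-null. Lrp5 is at 1.68 to 2.07 TPM in the red bars and 1.12 to 1.42 TPM in the blue ones, and Lyz2 is lower in every red bar.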

The shotgun lipidomic analysis revealed marked differences in the contents of glycerolipid species between LRP5-null and WT neutrophils (Supplementary Data 1). Most noticeably, all of the triglycerides containing more than 5 double bonds and near sixty percent of the phospholipids with one of its fatty acid chains containing 5 double bonds identified by the analysis showed significant reductions in LRP5-null neutrophils compared to WT (Fig. 2b and Supplementary Fig. 2f). The dominant type of 5 double-bond fatty acids in the phospholipid group is 20:5 and likely EPA. In addition, twenty percent of the phospholipids with one of their fatty acid chains containing 4 double-bonds showed significant reductions in LRP5-null neutrophils (Supplementary Fig. 2h). By contrast, none of the phospholipids containing the saturated fatty acid chains identified by the analysis showed significant reductions (Fig. 2b and Supplementary Fig. 2g). A few of other phospholipids identified by the shotgun lipidomics also showed significant changes (Supplementary Fig. 2h). These shotgun lipidomic results suggest that LRP5-deficiency appears to reduce PUFAs contents in neutrophils. Targeted LC-MS analysis results showing reduced contents of PC, PE and PA species containing PUFAs in LRP5-deficient neutrophils compared to WT neutrophils (Supplementary Fig. 2e) further corroborates this possibility.

To further test the hypothesis that LRP5-deficiency significantly reduced PUFA accretion in neutrophils, we examined the role of LRP5 on PUFA uptake. We found that LRP5-deficiency resulted in a significant reduction in the uptake of ^14^C-EPA into neutrophils compared to the WT cells in the presence or absence of the fatty acid carrier protein bovine serum albumin (Fig. 2d). This result was further confirmed by detecting less deuterated EPA in neutrophils that were isolated from *Lrp5*^*N*^ KO compared to those from control WT mice fed on the essential fatty acid-free diet and cultured with deuterated EPA (Fig. 2e). LRP5-deficiency also led to a reduction in ^14^C-ARA uptake by neutrophils (Fig. 2f). In contrast, LRP5-deficiency had no effect on ^14^C-oleic acid (OL, a mono-unsaturated fatty acid) uptake (Fig. 2f). These results together indicate that LRP5 is a PUFA transporter in neutrophils.

To determine if LRP5-transported PUFAs play an important role in neutrophil function in vivo, we examined the effects of PUFA-deprivation on myocardial ischemia-reperfusion injury. Because PUFAs cannot be synthesized and must be supplied from the diet, mice fed an essential fatty acid-free diet are deprived of PUFAs. In contrast to the previous findings in mice on a normal diet, the essential fatty acid-free diet abrogated the differences in myocardial ischemia-reperfusion injury and NET formation between the neutrophil-specific LRP5 KO and control WT mice (Fig. 2a and Supplementary Fig. 2b). Our lipidomic and target LC-MS analyses showed that the EFA-free diet led to substantial decreases preferentially in PUFA-containing lipids within neutrophils without significant alterations in the levels of saturated or monounsaturated FA-containing lipids (Fig. 2c, Supplementary Fig. 2i, j and Supplementary Data 2). In addition, we also found that there was a significant reduction in EPA levels in the plasma of mice on the EFA-free diet compared to those on the normal diet (Supplementary Fig. 2k). Thus, the essential fatty acid-free diet replicated the effects of neutrophil-specific LRP5 KO on increasing NET formation and exacerbating myocardial ischemia-reperfusion injury in the WT mice and had no additive effects in the LRP5 KO mice. These findings suggest that neutrophil PUFA depletion may account for the adverse phenotype of LRP5 KO mice during myocardial ischemia-reperfusion.

### LRP5 is important for PUFA accretion in many cell types

We went on to examine if LRP5 transports PUFA in other cell types. We performed the ^14^C-EPA and ^14^C-ARA uptake assay using NK cells isolated from Ncr1-Cre LRP5^fl/fl^, macrophages from Lyz-Cre LRP5^fl/fl^ mice, T lymphocytes, B lymphocytes, fibroblasts, and endothelial cells from Rosa26-CreER2 LRP5^fl/fl^ mice treated with tamoxifen, together with their corresponding LRP5 WT control cells. LRP5 deficiency resulted in significant reductions in ^14^C-EPA and ^14^C-ARA uptake in NK cells, macrophages, endothelial cells, and fibroblast cells (Fig. 3a), but not in splenic naïve T lymphocytes or B lymphocytes (Fig. 3a). We also observed a decrease in ^14^C-EPA uptake by LRP5 KO HEK293T cells created by CRISPR/Cas9 in comparison with WT HEK293T cells (Fig. 3b). Of note, naïve splenic T cells and B cells appeared to have low expression of the LRP5 protein (Supplementary Fig. 2l). Thus, many other cell types other than neutrophils, if not all, also utilize LRP5 for the uptake of PUFAs.

**Fig. 3:**
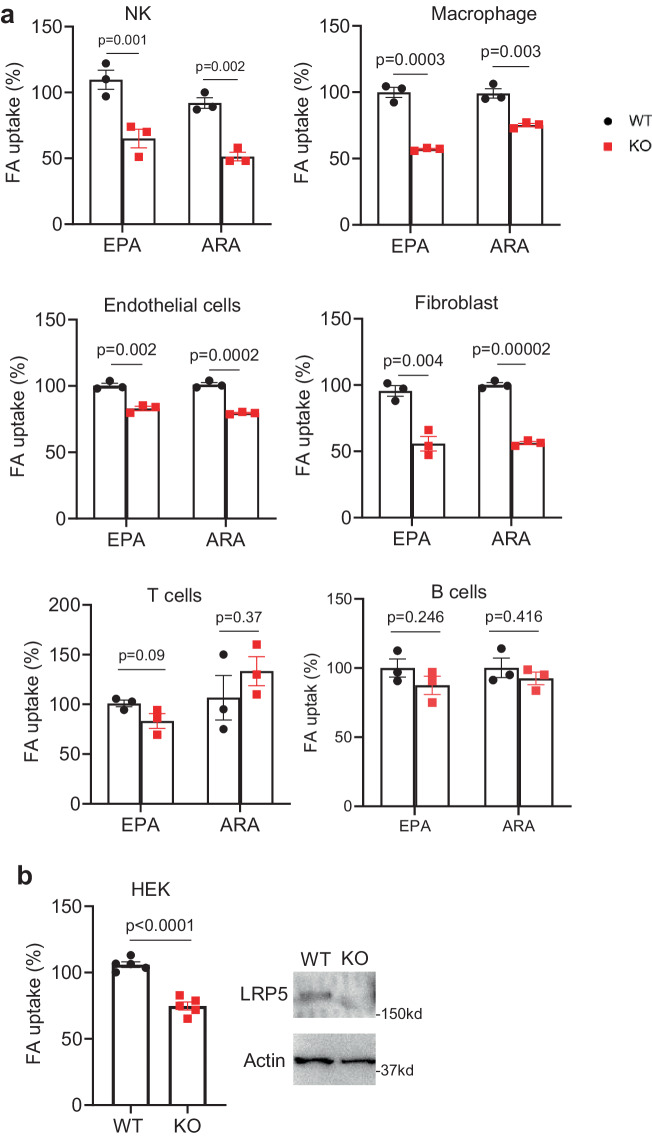
LRP5 deficiency reduces PUFAs uptake in various cell types. **a** ^14^C-EPA and ^14^C-ARA uptakes were determined using splenic NK cells isolated from NCR-Cre LRP5 KO and WT littermates, peritoneal macrophages isolated from *Lrp5*^*M*^ and littermate WT mice, naïve splenic T lymphocytes, B lymphocytes, pulmonary fibroblast cells, and pulmonary endothelial cells prepared from Rosa-CreER2-driven LRP5 conditional KO and littermate WT treated with tamoxifen (*n* = 3 per group). **b** ^14^C-EPA uptake was determined using LRP5 KO HEK293T cells and WT cells (*n* = 5 per group). LRP5 KO HEK293T cells were generated by CRISPR/Case9 and validated by Western analysis. Data in this figure are all presented as mean ± sem with *p* values (Student’s *t*-test, Two-tailed, unpaired).

### LRP5 LDLa repeat domain binds to PUFAs

Because the LDLa repeats in the extracellular domain of LRP5 (Supplementary Fig. 3a) are homologous with those in the LDL receptor that mediate lipoprotein binding and transport^27^, we suspected that these repeats might be involved in PUFA transport. Indeed, when a LRP5 mutant lacking the LDLa repeats was expressed in the LRP5 KO HEK293T cells, there were no increases in ^14^C-EPA uptake (Supplementary Fig. 3b). In contrast, overexpression of WT LRP5 increased ^14^C-EPA uptake (Supplementary Fig. 3b). In addition, the deletion of the four YWTD repeat domains at the N-terminal of LRP5 (LRP5-dN) didn’t affect the LRP5-mediated ^14^C-EPA uptake (Supplementary Fig. 3b). These data together suggest that the LDLa repeat domain, which is proximal to the transmembrane domain, is required and sufficient for the LRP5-mediated uptake of EPA.

To determine if these repeats are involved in binding to PUFAs, we prepared conditioned medium (CM) from cells expressing a secreted form of LRP5 LDLa repeats fused with human IgG1 Fc region, designated as LDLa-Fc, and the control CM containing a secreted form of Fc (Supplementary Fig. 3a, c). These CMs were added to a 96-well plate coated with BSA or BSA in the presence of one fatty acid (Supplementary Fig. 3d). We found that CM containing LRP5 LDLa-Fc showed strong binding to EPA and DHA and to a lesser extent to ALA, ARA, and LA (Fig. 4a). Additionally, LRP5 LDLa-Fc showed no detectable specific binding for saturated and monounsaturated fatty acids, including oleic acid, palmitoleic acid, myristoleic acid, stearic acid, or myristic acid (Fig. 4b and Supplementary Fig. 3d). We also prepared CM containing Fc-fused individual repeats (R1, 2, and 3) and performed the EPA-binding assay. The R3 repeat showed detectable EPA binding (Supplementary Fig. 3e). Although R1 or R2 repeat alone showed no detectable binding to EPA, R1-2 showed EPA binding (Supplementary Fig. 3e). Thus, each of the three repeats may have certain affinities for EPA. Nevertheless, LDLa-Fc which contains all three repeats probably has the highest affinity for EPA because it showed the strongest binding (Supplementary Fig. 3e).

**Fig. 4:**
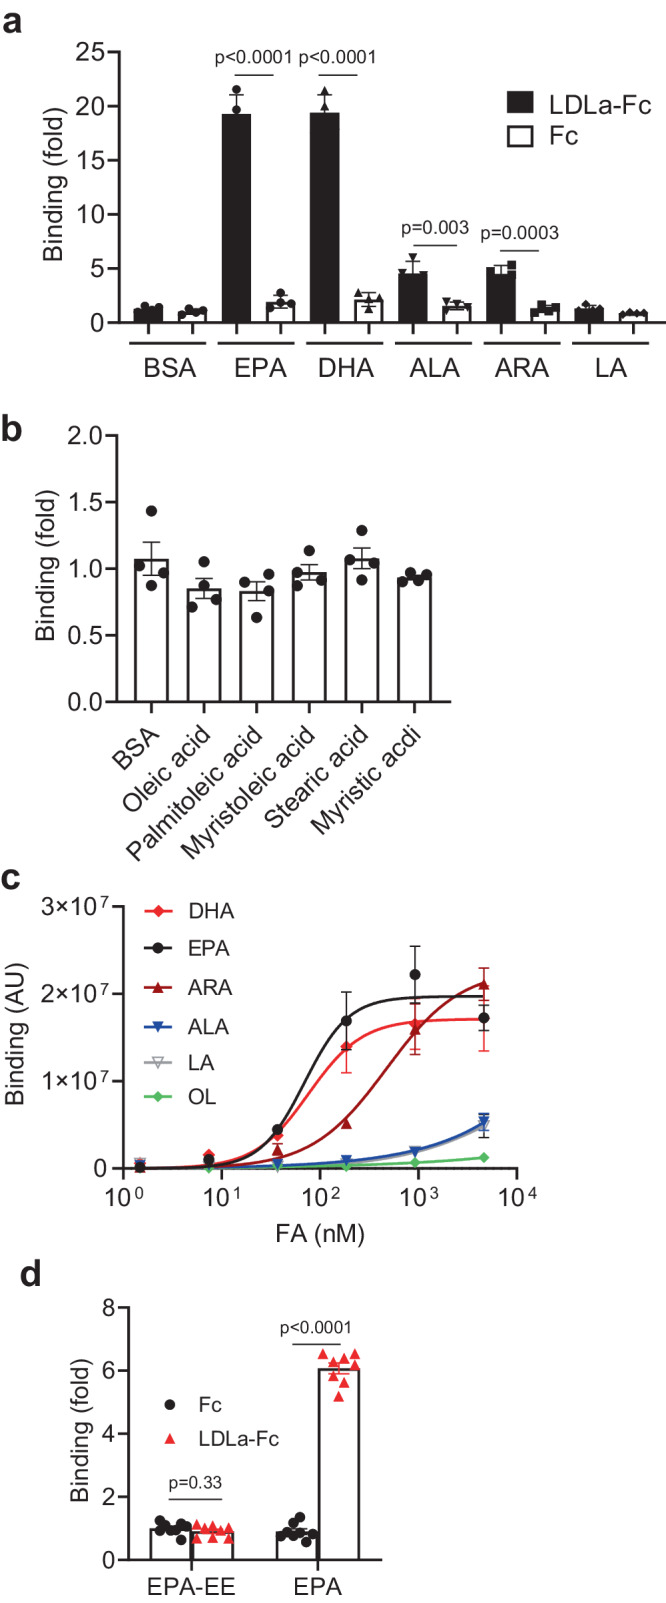
LRP5 LDLa repeats bind to PUFAs. **a**, **b** Binding of LRP5 LDLa repeats to fatty acids was determined by coating the plate with BSA or BSA plus the indicated fatty acids, followed by incubation with conditioned medium from cells expressing Fc or LRP5 LDLa-Fc. The binding of Fc to BSA is set as 1 (*n* = 4 per group). **c** Binding of purified LRP5 LDLa repeats fused with Fc to various fatty acids (non-linear fitting with Hill slope, *n* = 3 per group). Binding of these fatty acids to Fc was subtracted. AU, arbitrary unit. **d** Binding of purified LRP5 LDLa repeats fused with Fc to EPA or EPA ethyl ester (EPA-EE) (*n* = 8 per group). Data in this figure are all presented as mean ± sem with *p* values (Student’s *t*-test, Two-tailed, unpaired).

To further characterize the binding affinities of LDLa-FC to the fatty acids, dose-dependent binding of purified LRP5 LDLa-FC (Supplementary Fig. 3f) to EPA, DHA, ARA, LA, ALA and OL was performed (Fig. 4c). LDLa-Fc bound to EPA and DHA with the Kd values of ~69 and ~74 nM, respectively, and to ARA with a Kd value of ~479 nM (Fig. 4c). The affinities for ALA and LA were unable to be determined due to the failure to achieve saturation binding, whereas binding to OL was barely detectable (Fig. 4c). These results are consistent with the binding results using CM. The binding of LDLa-Fc to EPA was further validated by the isothermal titration calorimetry (ITC) assay, which revealed a Kd of 120 nM for the interaction (Supplementary Fig. 3g). We also purified Fc-fused LRP6 LDLa repeats (Supplementary Fig. 3f). LRP6 LDLa repeats showed no detectable binding to EPA (Supplementary Fig. 3h). Finally, we tested if LRP5 LDLa-Fc could bind to esterified PUFAs and found that it failed to bind to EPA ethyl ester (EPA-EE), an esterified form of EPA (Fig. 4d), suggesting that LRP5 may only transport non-esterified PUFAs.

### LRP5 transports EPA to intracellular compartments via internalization

Next, we examined the intracellular distribution of LRP5-transported EPA by staining neutrophils with an anti-PUFA antibody. This antibody showed strong binding to EPA and DHA, weak but detectable binding to ALA, ARA, and LA, and non-detectable binding to the tested monosaturated (oleic acid, palmitoleic acid and myristoleic acid) or unsaturated fatty acids (myristic acid and stearic acid) (Supplementary Fig. 4a). It also recognizes phosphatidylcholines containing PUFAs (EPA or DHA), but not phosphatidylcholine containing a saturated fatty acid (MA) (Supplementary Fig. 4b). These results together suggest that this PUFA antibody can detect non-esterified PUFAs (preferably EPA and DHA) as well as esterified PUFAs in phospholipids. To further evaluate the specificity of this antibody, we also tested a number of EPA metabolites, including prostaglandin E3, resolving E1, 18-HEPE, and Leukotriene B5. Our results showed that this antibody could not recognize any of these metabolites (Supplementary Fig. 4c). When this antibody was used to stain neutrophils isolated from mice on the essential fatty acid-free diet, it produced a stronger signal in cells cultured with EPA than those without (Fig. 5a Panels *a* vs. *b* and Supplementary Fig. 4d). PUFA antibody staining was partially colocalized with anti-TNG38 staining (a Golgi marker), suggesting that the antibody can be used to detect intracellular localization of loaded PUFAs in their unesterified and/or lipid forms. LRP5-deficiency markedly reduced anti-PUFA staining intensity, when normalized against TGN staining intensity, compared to that in WT cells (Fig. 5a, Panels *b* vs *c* and 5b), confirming that the anti-PUFA antibody detects LRP5-transported EPA.

**Fig. 5:**
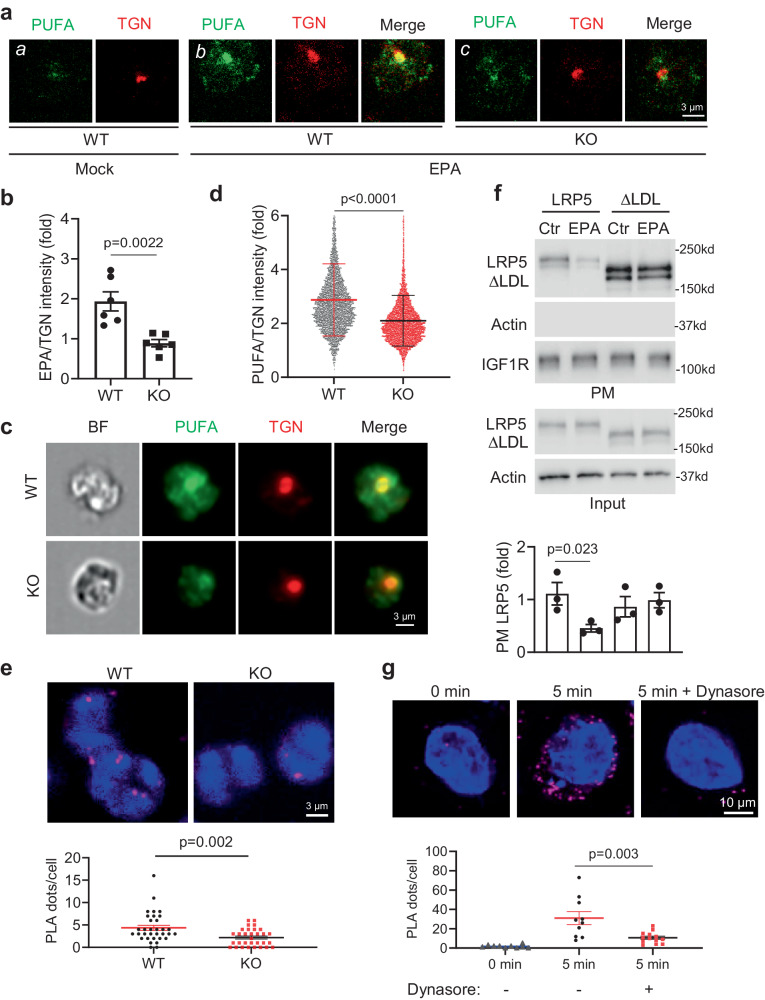
LRP5 transports PUFAs to intracellular compartments via internalization. **a**, **b** Neutrophils from WT and neutrophil-specific LRP5 KO mice on the essential fatty acid-free diet and cultured with or without EPA (100 µM) for 3 h were stained with the anti-PUFA and anti-TGN38. Quantification of anti-PUFA staining intensity in Panels *b* and *c* with normalization against TGN staining intensity is shown in (**b**) (*n* = 6 cells per group from two independent experiments). **c**, **d** Flow cytometryt imaging analysis of neutrophils from WT and neutrophil-specific LRP5 KO mice on essential fatty acid-free diet and cultured with EPA, followed by staining with anti-PUFA and anti-TGN38. Quantification of anti-PUFA staining intensity after normalization against anti-TGN38 staining intensity is shown in (**d**) (*n* = 5969 cells for WT and *n* = 7014 cells for KO). **e** Neutrophils from WT and neutrophil-specific LRP5 KO mice on the essential fatty acid-free diet were cultured with EPA and subjected to proximity ligation assay (PLA) using antibodies for PUFA and LAMP1 (PLA fluorescence signal, magenta) and counterstained with DAPI (blue) (*n* = 32 cells for WT and *n* = 30 cells for KO from three independent experiments). **f** LRP5 KO HEK293T cells were transfected with the LRP5 or LRP5 ΔLDL expression plasmid and treated with or without EPA. Cell surface LRP5 proteins were detected by Western blotting after the precipitation of biotinylated cell surface proteins using avidin-columns (*n* = 3 per group from three independent experiments). PM plasma membrane. **g** LRP5 KO HEK293T cells with re-expressed WT LRP5 were cultured in the charcoal-filtered medium overnight, followed by incubation with EPA for the indicated period with or without dynasore (80 µM) treatment. The co-localization of EPA and LRP5 was detected using PLA (*n* = 10 cells for 0 min and 5 min without Dynasore, *n* = 13 cells for 5 min with Dynasore). Data in this figure are all presented as mean ± sem with *p* values (Student’s *t*-test, Two-tailed, unpaired).

To carry out a more unbiased analysis, we performed flowcytometric imaging analysis of a large number of cells and found that LRP5-deficient neutrophils from mice on the essential fatty acid-free diet and cultured with EPA showed significant reductions in anti-PUFA staining intensity normalized against anti-TGN38 staining intensity over that of the corresponding WT cells (Fig. 5c, d). By contrast, LRP5-deficiency had no significant effects on fluorescent intensity of Bodipy-palmitate normalized against anti-TGN38 staining in cells that were cultured with Bodipy-palmitate (Supplementary Fig. 4e). In addition to the localization at Golgi, LRP5-transported PUFAs were also detected at lysosomes, as LRP5-deficiency significantly reduced the co-localization of the anti-PUFA and anti-LAMP1 (a lysosomal marker) antibodies (Fig. 5e).

The LDL receptor transports lipoproteins via internalization. We tested if EPA could promote LRP5 internalization using the LRP5 KO HEK293T cells re-expressing WT LRP5 or LRP5 lacking the LDLa repeats. We found that EPA reduced the amount of cell surface WT LRP5 without affecting the total LRP5 protein amounts (Fig. 5f). Consistent with the above observations, EPA did not reduce the amounts of surface LRP5 mutant lacking the LDLa repeats (Fig. 5f) or LRP6 (Supplementary Fig. 4f). These results suggest that EPA promotes internalization of LRP5, but not LRP6, and that this action depends on the presence of LRP5 LDLa repeats. The LDL receptor transport lipoproteins via clathrin-mediated endocytosis, which usually occurs within minutes^45,46^. We could detect intracellular co-localization of EPA and LRP5 at 5 min upon EPA addition to LRP5 knockout HEK293T cells re-expressing WT LRP5. In addition, treatment with dynasore, an inhibitor of clathrin-coated endocytosis, diminished this co-localization (Fig. 5g). Treatment with dynasore also led to a decrease in LRP5-mediated uptake of ^14^C-EPA in HEK293T cells (Supplementary Fig. 4g). These results together suggest that LRP5 transports PUFAs via clathrin-mediated endocytosis.

### LRP5 is required for n-3 PUFA to suppress mTORC1

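Differential expression between the libraries labelled LRP5-null and WT was tested with limma over 9775 genes. Of these, 52 had an adjusted p under 0.05, 26 higher and 26 lower in the libraries labelled LRP5-null, in which the Lrp5 transcript itself was not lower, and 2294 genes had an unadjusted p under 0.05. The count moved most when WT replicate 3 was left out, to 1920 genes. With another library left out it was between 2 and 18.
Because the gene lists of IPA are proprietary, lists of ribosomal protein genes, translation initiation factors, mTOR regulators and substrates and genes of the PI3K, RAS and MAPK cascades were drawn up from general knowledge of the pathways and were joined into stand-ins for the EIF2, eIF4-p70S6K and mTOR signaling pathways. None of the 124 EIF2, 111 eIF4-p70S6K and 123 mTOR genes tested was among the 52, where chance would give 0.660, 0.590 and 0.654 genes (Fisher's exact test, one-sided, p = 1 for each of 3 lists, also after adjustment). When adjusted over the list alone, the number of genes called was 0 in each of these lists. At an unadjusted p under 0.05 there were 44, 27 and 34 such genes. With an unadjusted p under 0.01 as the threshold, 18 of the EIF2 genes were counted against 9.48 by chance, an odds ratio of 2.08 (Fisher's exact test, one-sided, p = 0.00605). The odds ratios of the eIF4-p70S6K and mTOR lists were then 1.07 (p = 0.477) and 1.19 (p = 0.339) in the same exact test. Without WT replicate 3 the odds ratio of the EIF2 list among called genes was 1.75 (Fisher's exact test, p = 0.00410). It was 0 in each other fit that left out a library. Without WT replicate 3 the WT libraries all had a low ribosomal share of reads, so label and library preparation could not be told apart.
The 79 genes of cytosolic ribosomal proteins had a median log2 fold change of 0.19 against 0.04 for all genes, and 76 of them were higher in the libraries labelled LRP5-null. In limma's camera test with a preset correlation of 0.01, this list gave p = 6.52e-11, or 9.12e-10 after Benjamini-Hochberg adjustment over 14 lists. It stayed under 0.05 in fry (adjusted p = 0.0115) but not in camera with the correlation estimated from the libraries (adjusted p = 0.187). When adjusted over the list alone, 9 of its genes were called by limma, and 0 over all genes tested. The median was 0.17 against WT replicate 3, the only WT library with a similar ribosomal RNA share, and 0.10 once the trends with GC content and transcript length were removed, both chosen after the data had been seen. Lists of immature and mature neutrophil genes also differed, with medians of 0.20 and −0.18. Whether a shift in the maturity of the cells raised the ribosomal protein genes was not tested. Initiation factors had a median of 0.04 over 39 genes (adjusted p = 0.669 in limma's camera) and mTOR regulators and substrates 0.03 over 45 genes (adjusted p = 0.760). These medians are close to that of all genes. With median-ratio scaling, which lowered all genes nearly alike, both lay just below 0. Genes of the PI3K, RAS and MAPK cascades had a median of −0.03 over 42 genes (limma's camera, adjusted p = 0.0440), which neither fry (adjusted p = 0.442) nor the estimated correlation (adjusted p = 0.529) kept under 0.05. Without WT replicate 3 that median was −0.02 and its unadjusted p was above 0.05 as well. Once the GC and length trends were removed it was −0.07, and under 0.05 both in camera (limma, adjusted p = 0.0386) and in fry (adjusted p = 0.0266), though not with the estimated correlation (adjusted p = 0.194). As whole sets, the EIF2 stand-in had a median of 0.13, with 103 of 124 genes higher (limma's camera, adjusted p = 3.39e-05 over the 3 stand-ins), the eIF4-p70S6K stand-in 0.06 (adjusted p = 0.360) and the mTOR stand-in 0.08 (adjusted p = 0.111). The EIF2 result held in fry (adjusted p = 0.00272) and not with the estimated correlation (adjusted p = 0.138). Against WT replicate 3 the medians of the EIF2, eIF4-p70S6K and mTOR stand-ins were 0.10, −0.0030 and 0.0046. With the trends removed they were 0.06, 0.01 and 0.02, where that of all genes was −0.00011, and limma's camera gave adjusted p = 0.00320, 0.811 and 0.755 over the stand-ins. For EIF2 this held in fry (adjusted p = 0.0105) and not with the estimated correlation (adjusted p = 0.0730). The EIF2 stand-in holds all cytosolic ribosomal protein genes, and the other stand-ins hold those of the 40S subunit.
Among the EIF2 genes the smallest p were those of Rpl10a, Rpl11 and Rpl36. Rpl10a was 24.5 ± 0.92 TPM (SD, n = 3) in the libraries labelled WT and 33.2 ± 2.29 TPM (SD, n = 3) in those labelled LRP5-null, a log2 fold change of 0.42 (standard error 0.078, limma adjusted p = 0.0651). Ribosomal protein genes have many processed pseudogenes, between which the authors' quantification could have split reads. The smallest p of the eIF4-p70S6K and mTOR lists belonged to Itgb1, Ppp2r5a, Rps27 and Ulk1. Their log2 fold changes were −0.38, −0.26, 0.32 and 0.51, with a limma adjusted p of 0.0907 for Itgb1 and higher for the others. Rptor, which encodes a subunit of mTORC1, rose by 0.32 on the log2 scale (standard error 0.080, limma adjusted p = 0.103), and by 0.14 once the GC and length trends were removed. Without WT replicate 3, Rptor (limma adjusted p = 0.0398) and the 7 genes of smallest p in these lists were called, and in no other fit that left out a library. The log2 fold changes of Mtor, Rps6kb1, Rps6 and Eif4ebp1 were 0.03, 0.04, 0.00015 and −0.11, with limma adjusted p between 0.510 and 0.999. With the GC and length trends removed, Eif4ebp1 was called at −0.26 (limma adjusted p = 0.0468, from 0.166 upward in its other fits) and so was Ulk1 at 0.35 (limma adjusted p = 0.0259, from 0.0115 without WT replicate 3 to 0.307 in its other fits), while Mtor was then −0.16 (limma adjusted p = 0.413). From the enrichment of these pathways among its differentially expressed genes, together with earlier work on n-3 PUFAs, the paper reasons that mTORC1 signaling was to be examined in LRP5-deficient neutrophils. It then reports raised phosphorylation of mTORC1 targets in these cells, which transcript levels do not measure.

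**Figure D2:**
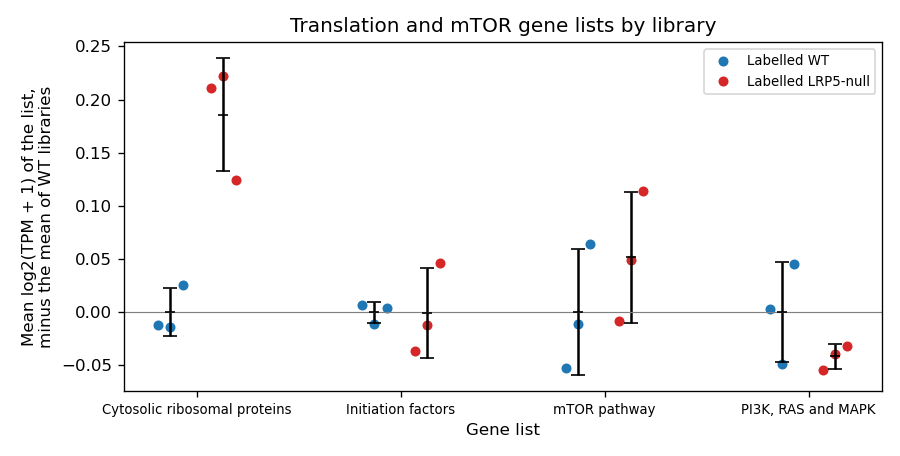
Mean of log2(TPM + 1) over each gene list, minus the mean of the WT libraries (vertical axis), for 4 lists (horizontal axis). Each point is a library, blue for those labelled WT and red for those labelled LRP5-null, and bars give the mean and SD of 3 libraries. For ribosomal proteins the red points, at list means of 7.45 to 7.55, lie above the blue ones, at 7.31 to 7.35.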

Next, we investigated mechanisms by which LRP5-transported PUFAs regulate neutrophils. n-3 PUFAs have been shown to regulate mTORC1^14–18^, and our IPA pathway enrichment analysis of differentially expressed genes revealed by total RNA sequencing of isolated bone marrow LRP5-null and WT neutrophils showed mTORC1 related signaling pathways (EIF2, eIF4-p70S6K, and mTOR signaling pathways) among the altered ones (Supplementary Fig. 5a). Thus, we examined if LRP5 deficiency altered mTORC1 signaling activities. We found that phosphorylation of S6K and S6 was elevated in endogenously activated LRP5-null neutrophils isolated from inflammatory peritonea (Fig. 6a), as well as in naïve neutrophils isolated from bone marrow with or without chemoattractant stimulation (Fig. 6b), when compared to the corresponding WT control cells. There was a corresponding increase in the phosphorylation of 4EBP1, another mTORC1 downstream effector, in LRP5-deficient compared with WT neutrophils (Fig. 6a). By contrast, LRP6-deficiency did not affect S6K or S6 phosphorylation in neutrophils (Supplementary Fig. 5b), and LRP5 KO did not affect phosphorylation of AKT, ERK, or p38 (Fig. 6b). In neutrophils, mTORC1 signaling regulates NET formation^47,48^. Increased mTORC1 activity appeared to be responsible for increased NETs in the LRP5 KO neutrophils as LRP5-deficiency augmented histone citrullination (a NET surrogate marker) and this augmentation was abrogated by rapamycin (Supplementary Fig. 5c).

**Fig. 6:**
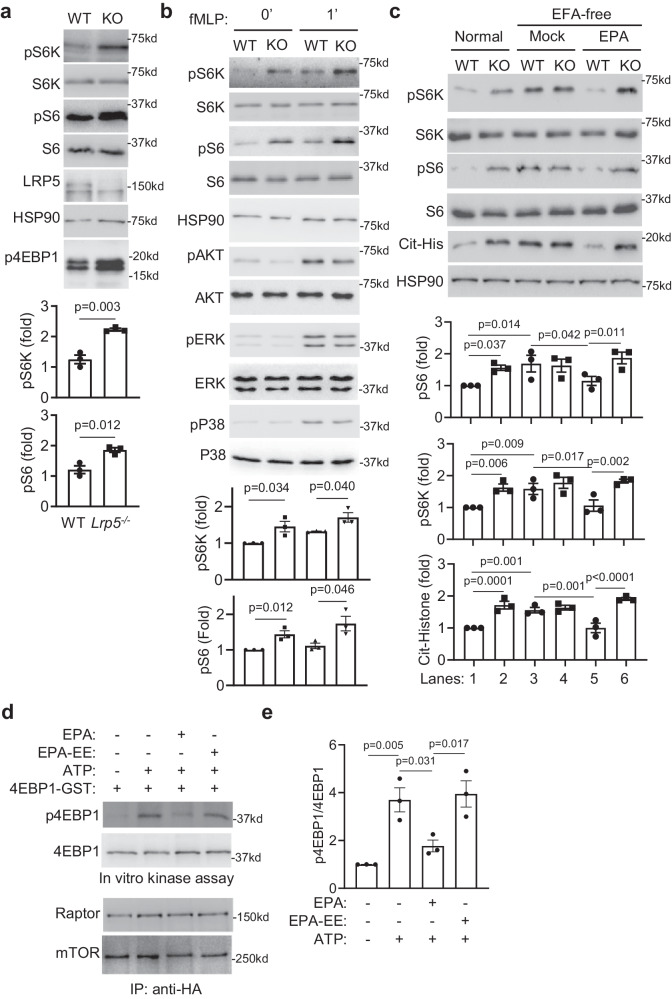
LRP5 is required for n-3 PUFA-mediated mTORC1 suppression in neutrophils. Western analysis of WT and LRP5 KO neutrophils isolated from peritonea pretreated with thioglycolate for 12 h (**a**) or bone marrow neutrophils stimulated with fMLP (1 µM, (**b**)). Western qualification was normalized to corresponding total proteins (n = 3 per group from three independent experiments). **c** Bone marrow neutrophils isolated from WT and neutrophil-specific LRP5 KO mice fed on the normal diet or essential fatty acid-free diet with or without gavage of EPA were analyzed by Western blotting. Western blot qualification was normalized to HSP90 (*n* = 3 per group from three independent experiments). Data are presented as mean ± sem with *p* values (Student’s *t*-test, Two-tailed, unpaired for (**a**, **b**); One-way ANOVA for (**c**)). **d** The mTORC1 complex was immunoprecipitated from HEK293T cells expressing HA-tagged Raptor via an anti-HA antibody and subjected to in vitro kinase assay with recombinant 4EBP1 as the substrate in the presence or absence of ATP, EPA, and EPA-EE. **e** The phosphorylation of 4EBP1 was quantified with normalization against total 4EBP1 (*n* = 3 per group from three independent experiments). Data are presented as mean ± sem with *p* values (One-way ANOVA).

To determine if PUFAs underlie LRP5-deficiency-mediated activation of mTORC1 and NET formation in neutrophils, we examined the effect of PUFA-deprivation on mTORC1 signaling and histone citrullination. We found that PUFA-depleted WT neutrophils isolated from mice on the essential fatty acid-free diet had elevated S6K and S6 phosphorylation and histone citrullination compared to WT neutrophils isolated from mice on the normal diet (Fig. 6c, Lanes 1 vs 3). In contrast, PUFA-depletion had little effect on these events in LRP5 KO neutrophils (Fig. 6c, Lane 2 vs 4). Additionally, PUFA-depletion abrogated the differences between WT and LRP5-null neutrophils in these activities (Fig. 6c, Lanes 3 vs 4) that were observed between WT and LRP5-null neutrophils without PUFA-depletion (Fig. 6c, Lanes 1 vs 2). These results suggest that PUFAs may suppress mTORC1 signaling in an LRP5-dependent manner. To further corroborate this conclusion, mice on the essential fatty acid-free diet were given back a PUFA via gavage feeding of EPA, which decreased S6K and S6 phosphorylation and histone citrullination in WT neutrophils (Fig. 6c, Lanes 3 vs 5) without altering these events in LRP5 KO neutrophils (Fig. 6c, Lanes 4 vs 6). Our LC-MS assay showed that gavage feeding of EPA to the mice on the essential fatty acid-free diet could bring the plasma EPA level to the normal range (Supplementary Fig. 2k). This LRP5-dependent inhibition of mTORC1 signaling by EPA was also observed in bone marrow neutrophils that were isolated from mice on the essential fatty acid-free diet and cultured with charcoal-filtered serum (deprived of fatty acids and lipids) (Supplementary Fig. 5d). Specifically, EPA inhibited S6K and S6 phosphorylation and histone citrullination in the WT, but not LRP5-null, neutrophils. In addition, DHA also showed significant inhibition of S6K and S6 phosphorylation and histone citrullination in the WT, but not LRP5-null, neutrophils (Supplementary Fig. 5d). ARA did not inhibit these mTORC1 signaling activities in neutrophils (Supplementary Fig. 5e), which is consistent with previous observations that ARA does not inhibit mTORC1 signaling in other cell types^14–18^. These results together indicate that n3-PUFAs inhibition of mTORC1 signaling and NET formation in neutrophils requires LRP5.

We also examined the effects of LRP5-transported PUFAs on mTORC1 signaling in HEK293T cells. LRP5-deficiency or PUFA withdrawal increased phosphorylation of S6K in HEK293T cells as well, and the addition of EPA only suppressed mTORC1 signaling in WT, but not LRP5 KO, HEK293T cells (Supplementary Fig. 6a). In addition, the re-expression of WT LRP5 in LRP5-KO HEK293T cells restored EPA-induced suppression of S6K phosphorylation (Supplementary Fig. 6b). FATP2 and CD36 also transport PUFAs^22,49^. Expression of CD36 resulted in a greater uptake of ^14^C-EPA than that of LRP5, while FATP2 expression led to a similar uptake of ^14^C-EPA to LRP5 expression (Supplementary Fig. 6c). However, the expression of either protein did not lead to significant EPA-induced suppression of S6K phosphorylation (Supplementary Fig. 6b). Moreover, the expression of LRP5, but not CD36 or FATP2, increased the co-localization of PUFAs with the lysosome marker LAMP1 (Supplementary Fig. 6d, h). These results together suggest that LRP5-transported PUFAs have different intracellular target preferences and functions from PUFAs transported by CD36 or FATPs.

### Unesterified EPA directly inhibits mTORC1 kinase activity

To investigate how LRP5-transported n-3 PUFAs suppress mTORC1 activity, we first investigated if PUFA derivatives downstream of COX2, lipoxygenase, or cytochrome P450 (CYP) enzymes may have a role in LRP5-mediated mTORC1 regulation. The elevation in mTORC1 signaling resulting from LRP5-deficiency was not blunted by the COX2 inhibitor celecoxib, the lipoxygenase inhibitor NDGA, or the CYPs inhibitor miconazole (Supplementary Fig. 6e–g), suggesting that COX2/lipoxygenase/CYPs-mediated PUFA metabolites are unlikely to be involved in LRP5-depednent mTORC1 regulation in neutrophils. We next examined whether n3-PUFAs could directly act on mTORC1 and thus performed an in vitro kinase assay. The mTORC1 complex was pulled down from HEK293T cells expressing HA-tagged Raptor by an anti-HA antibody (Fig. 6d) and subjected to in vitro kinase assay using recombinant 4EBP1 fused with glutathione s-transferases (GST) as a substrate. The addition of EPA, but not EPA-EE, caused significant inhibition of 4EBP1 phosphorylation by immunoprecipitated mTORC1 (Fig. 6d, e), suggesting that unesterified n3-PUFAs, but not esterified PUFAs, can directly inhibit mTORC1 kinase activity.

## Discussion

In this study, we identified LRP5 as being a selective transporter for unesterified PUFAs that plays an important role in PUFA accretion in a number of different cells. Additionally, we showed that LRP5 was required for n-3 PUFA-mediated inhibition of mTORC1 in neutrophils, NK cells and HEK293T cells. We also demonstrated the functional importance of LRP5-transported PUFAs in neutrophils; LRP5-transported PUFAs protect mice from myocardial ischemia-reperfusion injury (Supplementary Fig. 7). This function of LRP5-transported PUFAs is consistent with epidemiologic studies indicating that PUFAs, particularly n-3 PUFAs, are beneficial for heart health^1,3–9^.

While LRP5 had an important role for PUFA uptake in many different cells including neutrophils, NK cells and HEK293T, it is not the only PUFA transporter in these cells. LRP5-deficiency showed partial inhibition of ^14^C-EPA and ^14^C-ARA uptake in these cells to varying degrees (Fig. 3). This is understandable, given the existence of other fatty acid transport mechanisms that include passive diffusion and transport by CD36, FATPs and Mfsd2a. However, n-3 PUFA-mediated inhibition of mTORC1 signaling in HEK293T and neutrophils were almost completely dependent on LRP5 (Fig. 6c and Supplementary Fig. 6), indicating that LRP5-transported PUFAs have distinct functions from those transported by other mechanisms. Indeed, expression of CD36 or FATP2 increased EPA uptake, but failed to mediate inhibition of mTORC1 signaling by EPA (Supplementary Fig. 6b). Our result that unesterified, but not esterified, EPA could directly inhibit mTORC1 (Fig. 6d, e) provides a plausible mechanistic explanation for the distinct functions of these PUFA transport mechanisms. Because LRP5-mediated transport acts via LRP5 internalization (Fig. 5f), this mechanism can transport PUFAs to intracellular compartments including lysosomes in unesterified forms, where unesterified PUFAs in turn inhibit mTORC1. By contrast, the other mechanisms, including passive diffusion and transport by CD36 and FATPs, transport fatty acids across plasma membranes. These non-LRP5 transported PUFAs, even with the help of intracellular fatty acid-binding proteins (FABPs), may not be efficiently targeted to or largely esterified by the time they reach, some of intracellular compartments such as lysosomes where mTORC1 is regulated. This explains the observed effects of LRP5 KO on PUFA presence in Golgi and lysosomes (Fig. 5c–e) and the failure of CD36 or FATP2 expression to increase lysosomal localization of PUFAs and inhibit mTORC1 signaling (Supplementary Fig. 6b, d, h). Thus, this study demonstrates that different fatty acid transport mechanisms lead to different fates of transported fatty acids and distinct functional outcomes.

LRP5 is also distinguished from other known PUFA transporters for its selectivity to unesterified PUFAs. This molecular selectivity is likely due to the high affinity binding of LRP5 LDLa repeats for PUFAs compared with other fatty acids. LRP5 and LRP6 differ in the amino acid sequences of their respective repeats, which may also explain the inability of LRP6 to bind to and transport PUFAs.

Our study also provided examples for the functional importance of LRP5-transproted PUFAs. Consistent with the epidemiological evidence of n-3 PUFAs being anti-inflammatory, LRP5-mediated accretion of n-3 PUFAs in neutrophils suppresses NET formation by inhibiting mTORC1 signaling. NETs are known to mediate tissue injury during inflammation including myocardial ischemia-reperfusion injury^50–56^. Thus, the increased mTORC1 signaling and NET formation likely exacerbated myocardial ischemia-reperfusion injury in the neutrophil-specific LRP5 KO mice. Although our results also indicate that COX2/lipoxygenase/CYPs-mediated PUFA metabolites are unlikely to be involved in LRP5-mediated mTORC1 regulation, they do not exclude the additional involvement of LRP5-transported PUFAs in other cellular effects. In addition, there could be mTORC1-independent actions of LRP5-transported PUFA in neutrophils, which would need to be further characterized in future studies. Knowing that LRP5-deficiency affects PUFA uptake in a broad range of cells, future studies also would need to investigate the importance of this LRP5 transport function in additional cell types including NK cells for its contribution to LRP5 deficiency-related phenotypes.

## Methods

### Mice

All animal experiments were performed with the approval of Institutional Animal Care and Use Committee (IACUC) at Yale University. The LoxP-floxed *Lrp5* (*Lrp5*^fl/fl^) and *Lrp6* (*Lrp6*^fl/fl^) mice were obtained from Bart Williams^57^. The *Lrp5*^fl/fl^ and *Lrp6*^fl/fl^ mice were back-crossed with C57BL/6 N mice for more than seven generations before being intercrossed with Lyz2-Cre (#004781), Rosa26-CreER2 (#008463), or Mrp8-Cre (#021614) mice (Jackson lab), followed by additional backcrossing with C57BL/6 N mice for more than ten generations. Ncr-1-Cre *Lrp5*^*fl/fl*^ mice were described previously^34^. Wildtype C57BL/6N mice were purchased from Envigo (#044). The mice were housed under specific-pathogen-free conditions in Yale Animal Resources Center facilities and under 12 h light/dark cycles at 68–79 °F and 30–70% humidity. Mice in all experiments were age- and gender-matched. Sample sizes used in animal experiments were based on the empirical determination in preliminary experiments. For deprivation of PUFAs, mice were placed on an essential fatty acid-free Diet (TD.84224, Envigo) for 4 days. For PUFA refeeding, 100 mg/kgbw PUFAs were delivered to mice four times via oral gavage every 12 h just before experiments.

### Reagents and constructs

Antibodies to the following antigens were acquired commercially: Citrullinated-Histone-H3 (Abcam, ab5103), Myeloperoxidase/MPO (R&D, AF3667), LAMP-1 (Santa Cruz, sc-20011), TGN38 (Santa Cruz, Sc27680), PUFA (Cloud-Clone, PAO623Ge01), Beta-Catenin (BD, 610154), p-AKT473 (Cell Signaling Technology, 4060), mTOR (Cell Signaling, 2983), LAMP1 (Santa Cruz, sc-19992), PerCP-Cy5.5-Ly6G (BD, 560602), Pacific blue-CD11b (Biolegend 101223), Lrp5 (Cell Signaling Technology, 5731), Lrp6 (Cell Signaling Technology, 3395), Phospho-S6 (Cell Signaling Technology, 4858), total S6 (Cell Signaling Technology, 2217), Phospho-p70 S6K (Cell Signaling Technology, 9234), total p70 S6K (Cell Signaling Technology, 2708), Phospho-4E-BP1 (Cell Signaling Technology, 2855), total 4E-BP1 (Cell Signaling Technology, 9452), IGF-I Receptor β (Cell Signaling Technology, 9750), Beta-Actin (Proteintech, 66009), and HSP90 (Proteintech, 13171). All flow cytometry antibodies were used with 1:100 dilution. All western antibodies were used with 1:1000 dilution. The following reagents were also acquired commercially: fatty acids were all from Cayman Chemical Company, rapamycin (Millipore Sigma, 553210), formyl-Met-Leu-Phe (fMLP) (Sigma, F3506), Nordihydrogualaretic acid (Cayman Chemical, 70300), Celecoxib (Cayman Chemical, 10008672), GW9508 (Cayman Chemical, 10008907), Miconazole (Selleck Chemicals, S2536) and pFUSE-hIgG1-Fc2 (InvivoGen).

### Murine heart ischemia-reperfusion model

The mice were anesthetized with 5.0% isoflurane, intubated, and ventilated using a rodent ventilator. Anesthesia was maintained by inhalation of 1.5% to 2% isoflurane added to 100% oxygen. Body temperature was maintained at 37 °C. The hearts were exposed. Ischemia was achieved by ligating the left anterior descending coronary artery (LAD) using an 8–0 silk suture with a section of PE-10 tubing placed over the LAD. After occlusion for 45 min, reperfusion was initiated by releasing the ligature and removing the PE-10 tubing. The chest wall was closed, the animal extubated, and body temperature was maintained at 37 °C. Mice were re-anesthetized 24 h later. The heart was surgically exposed, and the LAD was reoccluded by tying the suture in order to define the ischemic area at risk for myocardial infarction and the non-ischemic area. The non-ischemic myocardium was perfused with 1% Evans blue that was infused into the aorta in a retrograde fashion. Hearts were excised, sliced into five 1-mm cross-sections with the aid of an acrylic matrix (ZIVIC Labs). The heart sections were incubated with 1% triphenyl tetrazolium chloride solution (TTC, Sigma-Aldrich) at 37 °C for 15 min. The non-ischemic area was stained blue, and within the ischemic region, residual viable myocardium was stained red and necrotic regions of myocardial infarction were unstained and appeared white. Using Image J software, the area of myocardial infarction was quantified and calculated as a percent of the myocardial area at risk, and the area at risk was calculated as a percent of the total LV area in each section.

### Neutrophil preparation

Murine neutrophils were isolated from bone marrows or peritoneal lavage. Briefly, bone marrow cells or peritoneal lavage cells (3% Thioglycolate induced overnight) collected from mice were treated with the ACK buffer (155 mM NH_4_Cl, 10 mM KHCO_3_ and 127 µM EDTA) for red blood cell lysis, followed by a discontinuous Percoll density gradient centrifugation. Neutrophils were collected from the band located between 81% and 62% of Percoll.

### Flow cytometry

Single-cell suspension was prepared, and the cell concentration was adjusted to 10^7^ cells/ml in staining buffer (1% BSA in PBS). Cells were pre-incubated with mouse Fc blocker (BD 553142, 1 μg/million cells in 100 μl) on ice for 10 min, followed by incubation with fluorescent-labeled primary antibodies on ice for 30 min in the dark. Cells were then washed with staining buffer twice and resuspended in staining buffer for flow cytometry analysis.

### Internalization assay

HEK293T cells were treated with mock or fatty acids (100 μM) in a culture medium for 3 h. The cells were washed once with 1% fatty-acid-free BSA in PBS, followed by twice washing with ice-cold PBS. Cell surface proteins were biotinylated with 0.5 mg/ml EZ-link-Sulfo-NHS-SS-Biotin (Thermo Fisher, A39258) in a PBS buffer with 2.5 mM CaCl_2_ and 1 mM MgCl_2_ on ice for 30 min. The reaction was stopped by the addition of PBS containing ice-cold 50 mM NH_4_Cl, followed by repeated washes with ice-cold PBS. The cells were then lysed in a buffer containing 1.25% Triton X-100, 0.25% SDS, 50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 5 mM EDTA, 5 mg/ml iodoacetamide, 10 μg/ml PMSF, and the Roche proteinase inhibitor cocktail. After centrifugation, aliquots were taken as lysate controls, and the rest of the supernatants were used in pulldowns with NeutrAvidin beads (Thermo Fisher, 29200), followed by western blotting analysis.

### RNAseq and analysis

CD11b and Ly6G double-positive neutrophils were sorted out from the mouse bone marrow cells. Total RNA was isolated from the neutrophils using RNeasy Plus Mini Prep (Qiagen, 74134). The quality of RNA samples was measured using the Agilent Bioanalyzer. Then, RNA-seq libraries were prepared with the TruSeq stranded total RNA library prep kit (Illumina). single-end sequencing (75 bp) was performed on an Illumina HiSeq 2500 instrument at Yale Center for Genome Analysis. RNA-seq reads were aligned to the mouse reference genome (MM9) and gene expression was quantified by running the DESeq2 pipeline (default parameters). 

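The deposited TPM values were tested with limma and Benjamini-Hochberg adjustment, and all of the genes with an adjusted p under 0.05 had groups that did not overlap. Over all genes tested, 29.7% (2905 genes) had groups without overlap, where chance gives 10% on average over the splits of 3 libraries against 3. Single splits other than the real one gave between 302 and 1891 such genes, the most with WT replicates 1 and 2 set beside LRP5-null replicate 1. The gene with the largest change among those called was Plagl2, a zinc finger transcription factor gene, at 13.3 ± 0.89 TPM (SD, n = 3) in the libraries labelled WT and 2.19 ± 0.65 TPM (SD, n = 3) in those labelled LRP5-null, a log2 fold change of −2.18 (standard error 0.16, limma adjusted p = 0.00575). Nkiras2, at 33.6 ± 4.93 and 12.9 ± 1.85 TPM (SD, n = 3 each), changed by −1.32 (limma adjusted p = 0.0225). Dcun1d3 changed by −1.28 (limma adjusted p = 0.0371) and Nfe2, an erythroid and myeloid transcription factor gene, by −0.96 (limma adjusted p = 0.0357). Lyz2, the site of the Cre insertion, changed by −0.91 (standard error 0.055, limma adjusted p = 0.00351). Colgalt1 was 9.59 ± 0.28 TPM (SD, n = 3) in the libraries labelled LRP5-null and 4.28 ± 0.24 TPM (SD, n = 3) in those labelled WT, a log2 fold change of 1.00 (limma adjusted p = 0.00575). Gm9522, a gene of no assigned function, changed by 1.10 (limma adjusted p = 0.0214). The immunoglobulin kappa segments ENSMUSG00000076522.2, Igkv8-27 and Igkv10-94 changed by −1.47, −1.04 and 0.91, with limma adjusted p of 0.0225, 0.0308 and 0.0476. They stand below 5 TPM in every library, and segments of similar sequence could share reads in the authors' quantification.
With each library left out in turn, Plagl2 (log2 fold change from −2.28 to −2.00) and Lyz2 (from −0.94 to −0.89) were called in all 6 fits. Nkiras2, Gm9522, Colgalt1 and the first of the kappa segments were each called in 3 of the 6, Dcun1d3 and Nfe2 in 2 and Igkv8-27 and Igkv10-94 in 1, without WT replicate 3. None of the 10 changed direction in these fits. Without a filter on low values, Colgalt1 was the 1 of the 10 that stayed called (limma adjusted p = 0.0453, from 0.0997 to 0.125 for the others). Of the 28 genes taken from the paper's text, 23 passed the filter of 1 TPM, and Lyz2 was the 1 called both over all genes tested and when adjusted over the list alone. An unadjusted p under 0.05 was given by 4 of them. Cd36, Slc27a2 and Mfsd2a, which encode other fatty acid transporters, were below 1 TPM in every library.

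**Figure D3:**
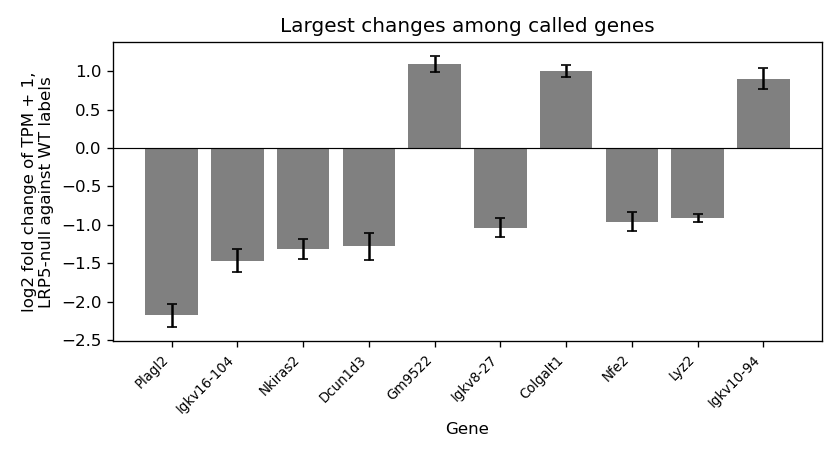
log2 fold change of TPM + 1 in the libraries labelled LRP5-null against those labelled WT (vertical axis) for the 10 genes of largest change among those called (horizontal axis), with bars for the limma estimate and error bars of 1 standard error. The values run from −2.18 for Plagl2 to 1.10 for Gm9522.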

Differentially expressed genes with adjusted *p*-value less than 0.05 from each comparison were used for signaling pathway analysis in IPA (Ingenuity Pathway Analysis). The raw data has been deposited at Gene Expression Omnibus (Accession number: GSE195678).

### ^14^C-fatty acid Uptake assay

^14^C-labeled Eicosapentaenoic acid (0.2 µM, ^14^C-EPA, Moravek, MC2217), ^14^C-labeled arachidonic acid (0.2 µM, ^14^C-ARA, Moravek, MC364) or ^14^C-labeled oleic acid (0.2 µM, ^14^C-OL, American Radiolabeled Chemicals, ARC0297) was pre-mixed with or without 1% fatty-acid-free BSA (FAF-BSA) in RPMI1640 at 37 °C for 1 h. Cells were washed once with serum-free medium, followed by incubation with FAF-BSA conjugated ^14^C-fatty acids at 37 °C. After 1 h, cells were first washed twice with 1% FAF-BSA in PBS and then washed with PBS once. Finally, cells were resuspended in PBS, followed with the scintillation cocktail and counted by a liquid scintillation counter (PerkinElmer, Tri-CARB 2100TR).

### Flow imaging

EPA was pre-mixed with 1% fatty-acid-free BSA (FAF-BSA) in RPMI1640 at 37 °C for 1 h. Mouse primary neutrophils were incubated with 100 μM FAF-BSA conjugated EPA at 37 °C for 3 h, followed by twice washing with 1% FAF-BSA in PBS and once washing with PBS. Cells were fixed with 4% paraformaldehyde for 15 min at room temperature and then washed with PBS three times. Cells were then blocked with 1% FAF-BSA in PBS for 1 h at room temperature and then permeabilized with 0.03% saponin for 5 min. Primary antibodies were then diluted in TBST (1X Tris Buffered Saline, BioRad 1706435, containing 0.05%Tween) and applied to cells for overnight incubation at 4 °C. Cells were rinsed with PBS three times and incubated with diluted fluorochrome-conjugated secondary antibodies in TBST for 1 h at room temperature. Finally, cells were rinsed with PBS three times and resuspended in PBS with 2% FBS at a density of 5 × 10^7^cells/ml. Samples were run on an Amnis ImageStream-X MarkII Imaging Flow Cytometer and analyzed by IDEAS 6.2.

### Immunostaining of heart sections

Hearts were perfused and fixed with 4% PFA (Santa Cruz, sc-281692) for 4–6 h on a shaker at 4 °C. They were then washed with PBS three times and perfused in 20% sucrose solution in PBS overnight at 4 °C. They were subsequently mounted in OCT embedding compound and frozen first at –20 °C and then at –80 °C. Tissue sections were prepared at 8-µm thickness with a cryostat and mounted onto gelatin-coated histological slides, which were stored at –80 °C. For immunostaining, slides were thawed to room temperature and fixed in pre-cold acetone for 10 min, then rehydrated in PBS for 10 min. The slides were incubated in a blocking buffer (1% horse serum and 0.02% Tween20 in PBS) for 1–2 h at room temperature, then incubated with primary antibodies, which were diluted in the blocking buffer, overnight at 4 °C. The slides were subsequently washed three times with PBS and incubated with secondary antibodies diluted in blocking buffer for 1 h at room temperature. After repeated washes, the slides were mounted with an anti-fade mounting media containing DAPI (Thermo Fisher, P36931) and visualized with a confocal microscope.

### Immunocytostaining

Primary neutrophils were then placed on poly-lysine-coated coverslips and fixed with 4% PFA for 10 min at room temperature followed by permeabilization with 0.03% saponin for 5 min at room temperature. After being rinsed with PBS three times, cells were blocked with a blocking buffer (2% BSA in PBS) for 1 h at room temperature. Cells were then incubated with primary antibodies in blocking buffer at 4 °C for overnight. The next day, secondary antibodies with conjugated fluorescent probes (Alexa488 colored in green and Alexa633 colored in red in the figures) were 1:200 in blocking buffer and incubated with cells for 1 h at room temperature. Slides were prepared with the mounting medium containing DAPI and imaged under a confocal microscopy.

### Extracellular DNA measurement

Primary neutrophils were seeded into a poly-lysine coated 96-well plate at a density of 2 × 10^5^ cells/well and treated with 10 ng/ml GM-CSF for 4 h. 1000 mU/ml micrococcal nuclease (NEB, M0247S) was applied to cells in a volume of 100 μl per well and incubated at 37 °C for 10 min. The reaction was stopped with 5 mM EDTA and the supernatant was collected and centrifuged at 200 *g* for 8 min. The DNA in the supernatant was quantified using the Quant-iT Picogreen assay (Thermo Fisher, P7589).

### ELISA for anti-PUFA antibody and PUFA binding by LRP5 fragments

For detection of fatty acid binding by the anti-PUFA antibody, a 96-well white plate (NUNC polysorp, 437702) was coated with 1% fatty-acid-free BSA in PBS overnight at room temperature. The plate was rinsed once with PBS, followed by incubation with 100 μl of 0.5 μg/μl fatty acid in PBS at 37 °C for 1 h. The plate was then washed three times with PBS and incubated with the anti-PUFA antibody (1:1500 dilution in TBST). After 2 h later, the plate was rinsed with TBST for three times, followed by incubation with an HRP-conjugated goat anti-rabbit secondary antibody (Jackson ImmunoResearch, 111-035-144; 1:1000 dilution in TBST) for 30 min at room temperature. After three times washing with TBST, the plate was loaded with the SuperSignal pico plus chemiluminescent substrate (Thermo Fisher, 34580) and read by a plate reader (Perkin Elmer).

For detection of LRP5 fragment binding to PUFAs, a 96-well white plate was coated with 1% fatty-acid-free BSA in PBS overnight at room temperature. The plate was rinsed once with PBS, followed by incubation with a fatty acid at 37 °C for 1 h. The plate was then washed three times with PBS. The conditioned media or purified proteins were added to the plate. After 2 h of incubation at room temperature, the plate was rinsed with TBST for 3 times, followed by incubation with an HRP-conjugated goat anti-human secondary antibody (Jackson ImmunoResearch, 109-035-003; 1:1000 dilution in TBST) for 30 min at room temperature. After three times washing with TBST, the plate was loaded with the SuperSignal pico plus chemiluminescent substrate (Thermo Fisher, 34580) and read with a plate reader (Perkin Elmer).

### Shotgun lipidomic analysis

For the analysis, quadruplicate samples were prepared from the *LRP5*^*N*^ KO and WT control mice. Each sample consists of 10 million peritoneal neutrophils pooled from two mice. The cells were washed in PBS containing 1% fatty acid-free BSA for three times and snap-frozen in liquid nitrogen before being stored at −80 ^o^C. The frozen samples were shipped on dry ice to Lipotype GmbH (Dresden, Germany), where they were extracted and analyzed using the Shotgun Lipidomic Platform. For lipid extraction, Lipids were extracted using MS grade chloroform and methanol^58^. Samples were spiked with lipid class-specific internal standards prior to extraction. After drying and re-suspending in MS acquisition mixture, lipid extracts were subjected to mass spectrometric analysis. For spectra acquisition, Mass spectra were acquired on a hybrid quadrupole/Orbitrap mass spectrometer equipped with an automated nano-flow electrospray ion source in both positive and negative ion mode. For data processing and normalization, Lipid identification using LipotypeXplorer was performed on unprocessed (*.raw format) mass spectra^59^. For MS-only mode, lipid identification was based on the molecular masses of the intact molecules. MSMS mode included the collision-induced fragmentation of lipid molecules and lipid identification was based on both the intact masses and the masses of the fragments. Prior to normalization and further statistical analysis lipid identifications were filtered according to mass accuracy, occupation threshold, noise and background. Lists of identified lipids and their intensities were stored in a database optimized for the particular structure inherent to lipidomic datasets. Intensity of lipid class-specific internal standards was used for lipid quantification. For data quality control, the dynamic range for cell culture samples was determined prior to analysis^58^. All the extractions and sample processing must be done without any incidents. The ionization quality must be satisfactory and no issues were encountered. The internal standard signal-to-noise ratio was in range of hundreds and more, indicating high quality of spectra. Based on these data, limits of quantification and coefficients of variation for the different lipid classes were determined. Limits of quantification are in the lower µM to sub-µM range, depending on the lipid class. The average coefficient of variation for a complete set of quantified lipid classes is around 10–15%. Each analysis is accompanied by a set of blank samples to control for a background and a set of quality control reference samples to control for intra-run reproducibility and sample specific issues. The technical reproducibility, as assessed by quality control reference samples (mammalian full blood) included in the same analytical run was very good, and blank samples included in each analytical batch (internal background control) did not contain any unusual background. In terms of Lipid nomenclature, depending on the nature of the raw data, lipid molecules may be identified as species or subspecies. Fragmentation of the lipid molecules in MSMS mode delivers subspecies information, i.e., the exact acyl chain (e.g., fatty acid) composition of the lipid molecule. MS only mode, acquiring data without fragmentation, cannot deliver this information and provides species information only. In that case, the sum of the carbon atoms and double bonds in the hydrocarbon moieties is provided. Lipid species are annotated according to their molecular composition as: Head group <sum of the carbon atoms in the hydrocarbon moiety>:<sum of the double bonds in the hydrocarbon moiety >For example PI 34:1 denotes phosphatidylinositol with a total length of its fatty acids equal to 34 carbon atoms, total number of double bonds in its fatty acids equal to 1. Lipid subspecies annotation contains additional information on the exact identity of their acyl moieties and their sn-position (if available). For example PI 18:1_ 16:0 denotes phosphatidylinositol with octadecenoic (18:1) and hexadecanoic (16:0) fatty acids, for which the exact position (sn-1 or sn-2) in relation to the glycerol backbone cannot be discriminated (underline “_” separating the acyl chains). On contrary, PC O-18:1/16:0 denotes an ether- phosphatidylcholine, where an alkyl chain with 18 carbon atoms and 1 double bond (O-18:1) is ether-bound to sn-1 position of the glycerol and a hexadecanoic acid (16:0) is connect via an ester bond to the sn-2 position of the glycerol (slash “/” separating the chains signifies that the sn-position on the glycerol can be resolved).

### Targeted LC-MS/MS analysis of phospholipids

Cells (3-10 million) were collected and washed in PBS containing 1% fatty acid-free BSA for three times. Cell pellet was re-suspended in 600 µl of ice-cold chloroform/methanol (2:1, v/v) containing 1 mM butylated hydroxytoluene (BHT) and incubated on ice for 30 min with occasional vortex mixing. Water (150 µl) was then added for 10 min. Samples were centrifuged at 2000 rpm for 10 min at 4 ^o^C, and the organic layer (bottom layer) was collected to a new glass tube, whereas the aqueous phase (top layer) was re-extracted with 200 µl ice-cold chloroform/methanol (2:1, v/v). Organic phases (400 µl from first-round extractions and 150 µl from second-round extractions) were combined and dried by a vacuum evaporator. Samples were reconstituted with 150ul methanol:H_2_O (2:1, v/v) containing 1% formic acid.

Phospholipids were separated using an Agilent 1200 HPLC system before introduction into an API 3000™ Triple Quadrupole Mass Spectrometer (Applied Biosystems). PC was separated by an Inertsil HILIC column and was acquired in the positive ESI mode, while PE and PA were separated by an XTerra MS C18 Column (125 Å, 3.5 µm, 4.6 mm × 150 mm) and measured in the negative ESI mode. Collision energies ranged from 35 to 60 volts for various lipid species in MS/MS scan modes. Multiple reaction monitoring transitions of phospholipids were as follows: PC(O-36:5), 766.4 > 184.0; PC(36:5), 780.5 > 184.0; PC(38:5), 808.5 > 184.0; PC(O-38:5), 794.5 > 184.0; PA(18:0_20:5), 721.3 > 301.3; PA(20:1_20:5), 747.5 > 301.3; PE(P-18:0_20:5), 748.5 > 301.2; and PE(P-20:0_20:5), 776.5 > 301.2. Individual lipid species were quantified after normalization with spiked corresponding internal standards PC(14:0/14:0), PE(16:0-d9/16:0), and PA(16:0/18:1) and were shown as pmol per one million cells.

### Targeted LC-MS/MS analysis of deuterated EPA

Neutrophils were collected and washed in PBS containing 1% fatty acid-free BSA for three times. Cells were re-suspended in 100 µl of PBS and then added with 100ul of 2.5 N KOH/Meoh (1:4, v/v). Cell lysates were then incubated at 72 ^o^C for 15 min and acidified by adding 25 µl formic acid followed by adding 225 µl chloroform. The bottom chloroform layer (150 µl) was transferred to a glass vial and was dried. The dried extracts were reconstituted with 100 µl chloroform:methanol (1:4, v/v) and separated by an a XTerra MS C18 Column (125 Å, 3.5 µm, 4.6 mm × 150 mm) with mobile phases of 20 mM Ammonium acetate (pH = 9) and Methanol. Deuterium-labeled EPA was acquired in the negative ESI mode. Collision energies was 40 volts in MS/MS scan modes. Multiple reaction monitoring transitions for EPA-d5 was 306.2 > 262.2.

### Purification of LRP5 LDLa-Fc and Fc proteins

The Expi293 Expression System from ThermoFisher Scientific was used to express the Fc fusion proteins according to manufacturer’s instructions. The Expi293 cells were transfected using the ExpiFectamine 293 Transfection Kit. Protein expression in culture supernatant was confirmed 72 h post-transfection and harvested 7 days post-transfection. Cell debris and macrovesicles were removed from conditioned media by centrifugation at 380 × *g* for 20 min at 4 °C. Recombinant human IgG1-tagged proteins were then purified by the Protein A/G agarose (Santa Cruz Biotechnology). Proteins were eluted with 100 mM glycine pH 3.0 and collected in tubes containing 1 M Tris buffer, pH 8.5. After dialysis with PBS overnight at 4 °C, protein concentrations were determined by the Bradford assay.

### NK cell purification and culture

Mouse primary NK cells were isolated from the spleens of mice (8 weeks old) by using the NK cell isolation kits according to the manufacturer’s instructions (Miltenyi Biotec #130-090-864). Primary NK cells were cultured in RPMI-1640 (Gibco, 11875-093) supplemented with 10% FBS, penicillin (100 U/ml), streptomycin (100 μg/ml), 2-mercaptoethanol (500 μM) and HEPES (10 mM) at 37 °C supplemented with 5% CO_2_ in the presence of recombinant murine IL-15 (50 ng/ml).

### Proximity ligation assay

Primary neutrophils were placed on poly-lysine-coated coverslips and fixed with 4% PFA for 10 min at room temperature followed by permeabilization with 0.03% saponin for 5 min at room temperature. Cells were then incubated with pairs of antibodies (one from mouse and one from rabbit). PLA was carried out with the Duolink reagents from Sigma-Aldrich according to the manufacturer’s directions. Briefly, cells were incubated with a pair of suitable PLA antibody probes in a humidified chamber, which were then subjected to ligation and amplification with fluorescent substrate at 37 ^o^C. The slides were mounted in mounting solution with DAPI. Cells were imaged with a Leica SP5 confocal microscope. Images were processed and quantified by Image J software as described^60^.

### Isothermal titration calorimetry

Isothermal titration calorimetry was performed using TA instruments Nano-ITC machine at Yale core facility. 200 µM EPA was injected into 20 µM purified proteins. Data was analyzed using NanoAnalyze software from TA instruments.

### Statistical analysis and study design

Minimal group sizes for mouse studies were determined by using power calculations with the DSS Researcher’s Toolkit with an α of 0.05 and power of 0.8. Animals were grouped unblinded, but randomized, and investigators were blinded for most of the qualification experiments. No samples or animals were excluded from analyses. Assumptions concerning the data including normal distribution and similar variation between experimental groups were examined for appropriateness before statistical tests were conducted. Comparisons between two groups were performed by unpaired, two-tailed t-test. Comparisons between more than two groups were performed by one-way ANOVA, whereas comparisons with two or more independent variable factors by two-way ANOVA using Prism 9.0 software (GraphPad). Statistical analyses were based on biological replications. *P* < 0.05 is considered as being statistically significant. All of the experiments were repeated at least twice, and representative ones are shown.

### In vitro mTORC1 kinase assay

Immunoprecipitation of mTOR complex 1 and kinase assays were performed as described previously^61^. Briefly, HEK293T cells transfected with HA-tagged Raptor were cultured in DMEM medium with charcoal-stripped serum for 16hrs. Cells were then lysed on ice for 20 min in the lysis buffer (40 mM HEPES [pH7.4], 120 mM NaCl, 2 mM EDTA, 0.3% CHAPS) supplemented with protease inhibitors (Complete Mini, Roche) and phosphatase inhibitor (PhosSTOP, Roche). After the centrifuge, the supernatant was incubated with the HA antibody at 4 °C for 90 min, followed by incubation with protein A/G-plus-agarose (Santa Cruz) for another hour. Immunocomplex was washed three times in the lysis buffer and twice with mTORC1 kinase buffer (25 mM HEPES [pH7.4], 50 mM KCl, 10 mM MgCl_2_). For the kinase assay reaction, immunocomplexes were incubated in a volume of 30 μl for 30 min at 37 °C in the mTORC1 kinase buffer containing 200 ng of bacterially purified GST-4EBP1 (MyBioSource), 500 μM ATP with 100 μM EPA, EPA-EE, or corresponding control buffer. The reaction was stopped by adding 10 μl of 4x SDS sample buffer, followed by Western analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The RNAseq data has been deposited to Gene Expression Omnibus and is publicly available. The accession number is GSE195678. Source data are provided with this paper.

# Supplementary material for: LDL receptor-related protein 5 selectively transports unesterified polyunsaturated fatty acids to intracellular compartments
**Source:** Nat Commun. 2024 Apr 9;15:3068. doi: 10.1038/s41467-024-47262-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

# **LDL Receptor-Related Protein 5 Selectively Transports Unesterified Polyunsaturated Fatty Acids to Intracellular Compartments**

Wenwen Tang<sup>1,2\*†</sup>, Yi Luan<sup>1,2\*</sup>, Qianying Yuan<sup>1,2\*</sup>, Ao Li<sup>1,2</sup>, Song Chen<sup>2</sup>, Stanley Menacherry<sup>3</sup>,  
Lawrence Young<sup>4,5,6</sup>, Dianqing Wu<sup>1,2†</sup>

**a**

Blood

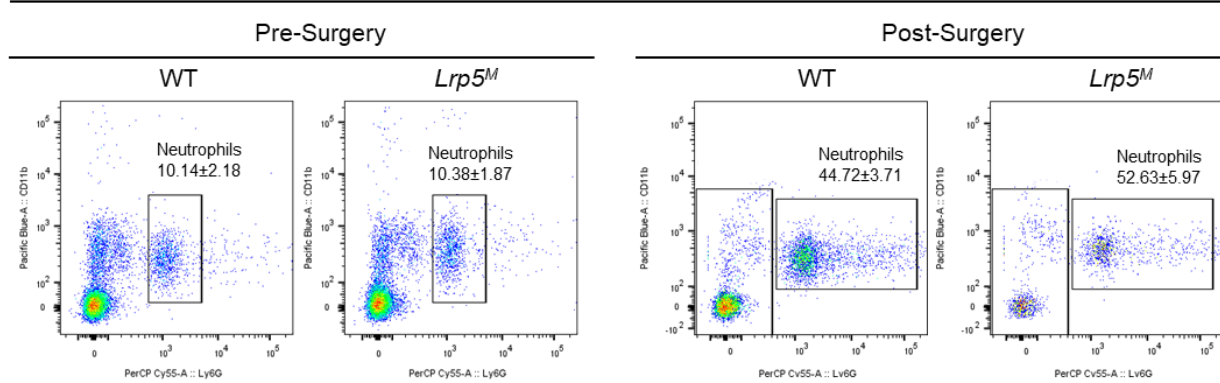**b**

IR Heart

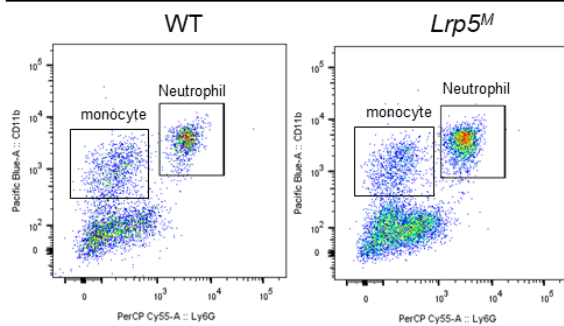**c**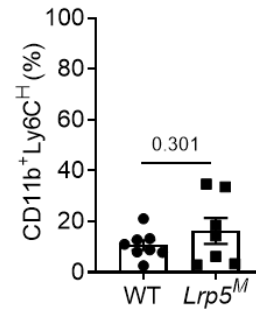

**Supplementary Figure 1. Myeloid-specific LRP5, but not LRP6, KO, leads to increased myocardial ischemia reperfusion injury and NET formation.** **a** Flowcytometry analyses of blood neutrophils (n=6 in pre-surgery WT and n=5 in pre-surgery *Lrp5<sup>M</sup>*; n=10 in post-surgery WT and n=8 in post-surgery *Lrp5<sup>M</sup>*). Data are presented as mean±sem. No significance between WT and KO mice (Student's t-test, Two-tailed, unpaired). **b** Representative flowcytometry charts for Fig. 1d. **c** Monocyte presence in injured hearts determined by flowcytometry (n=8 in WT and n=7 in *Lrp5<sup>M</sup>*). Data are presented as mean±sem with p values (Student's t-test, Two-tailed, unpaired).

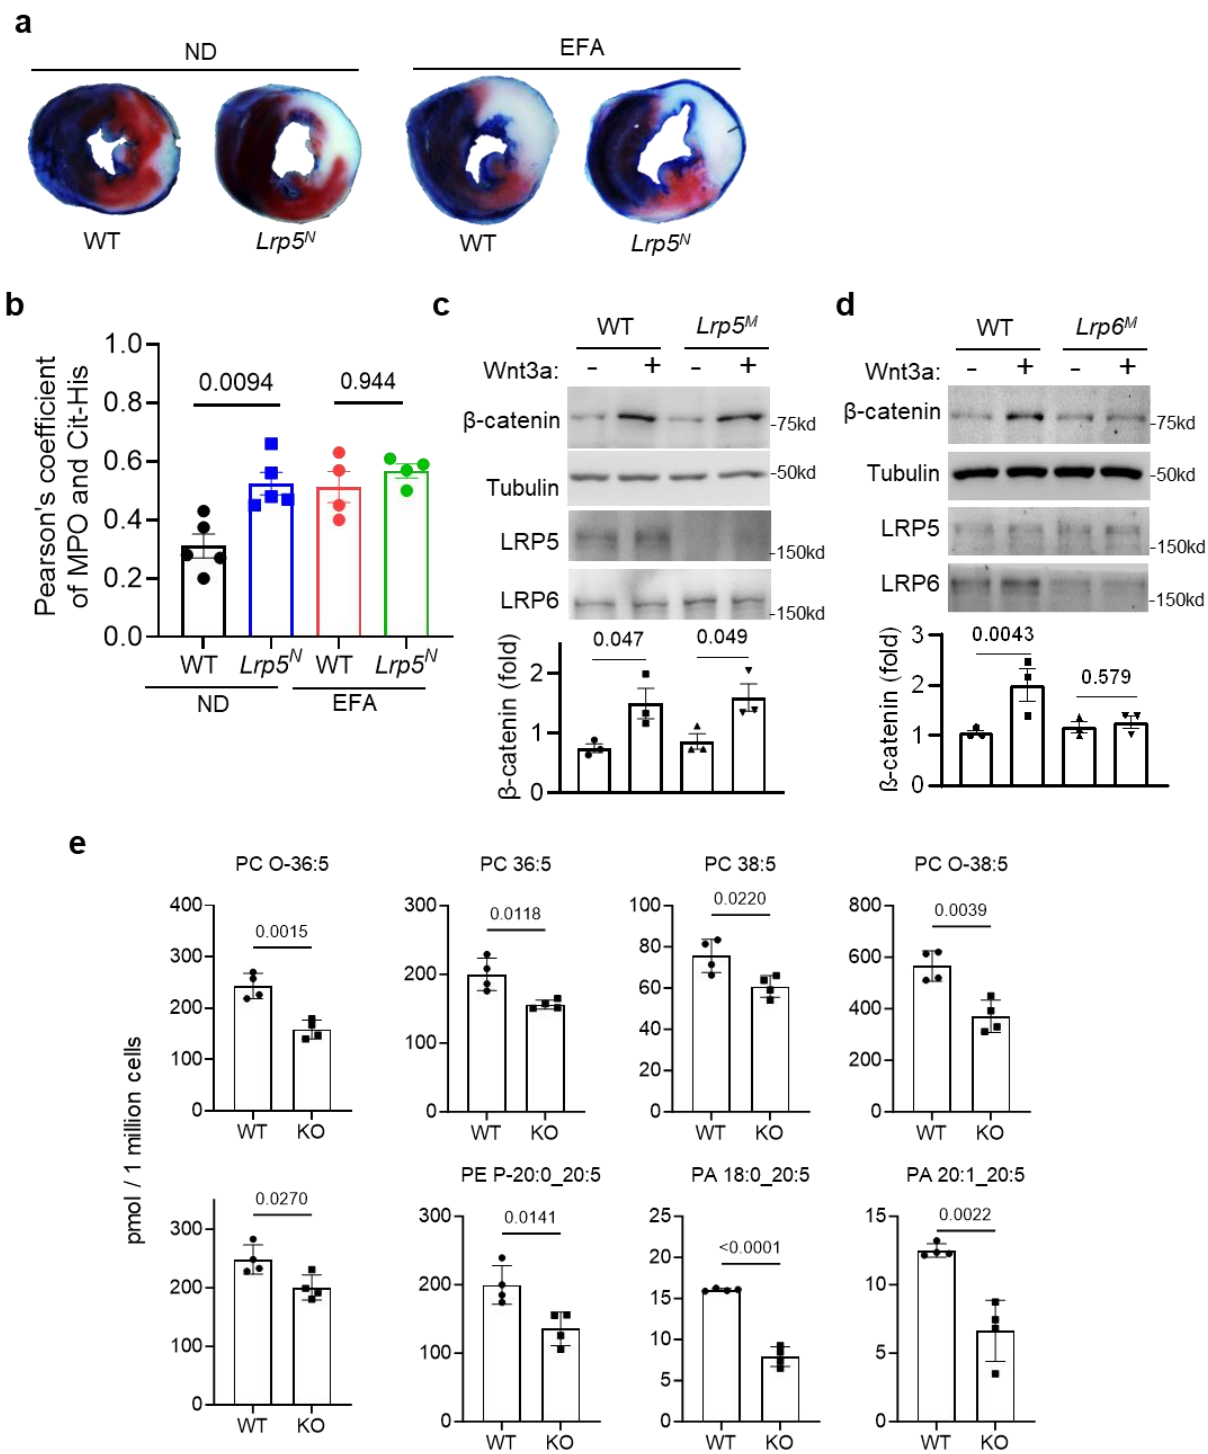

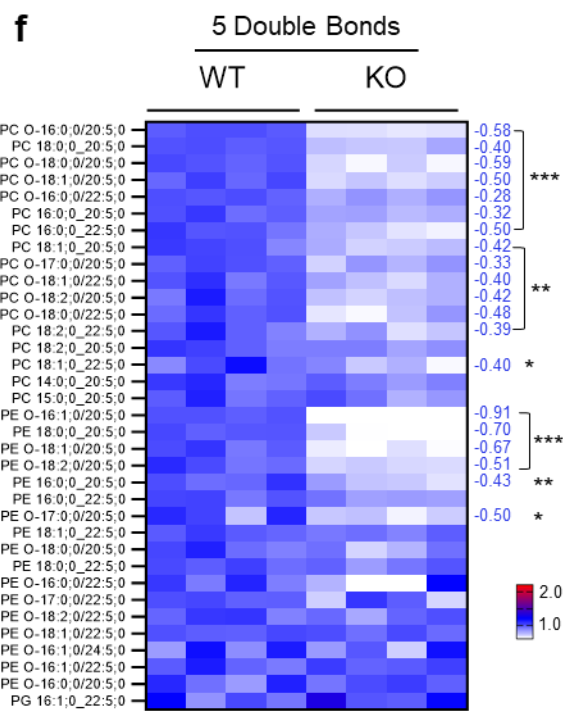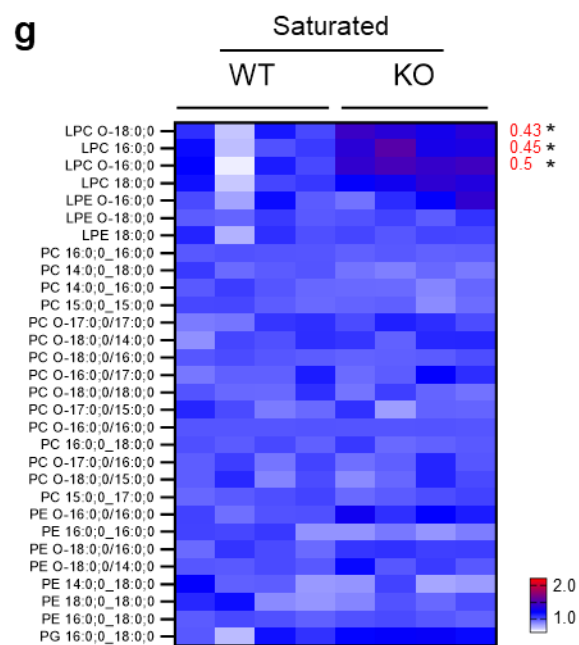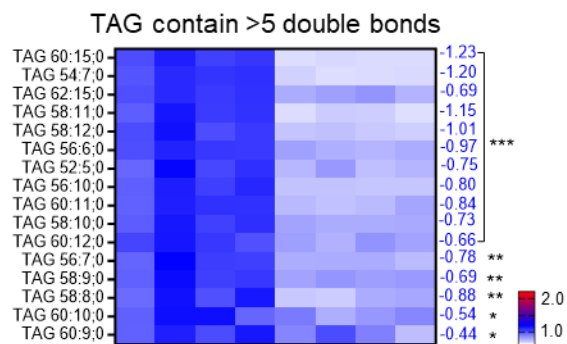

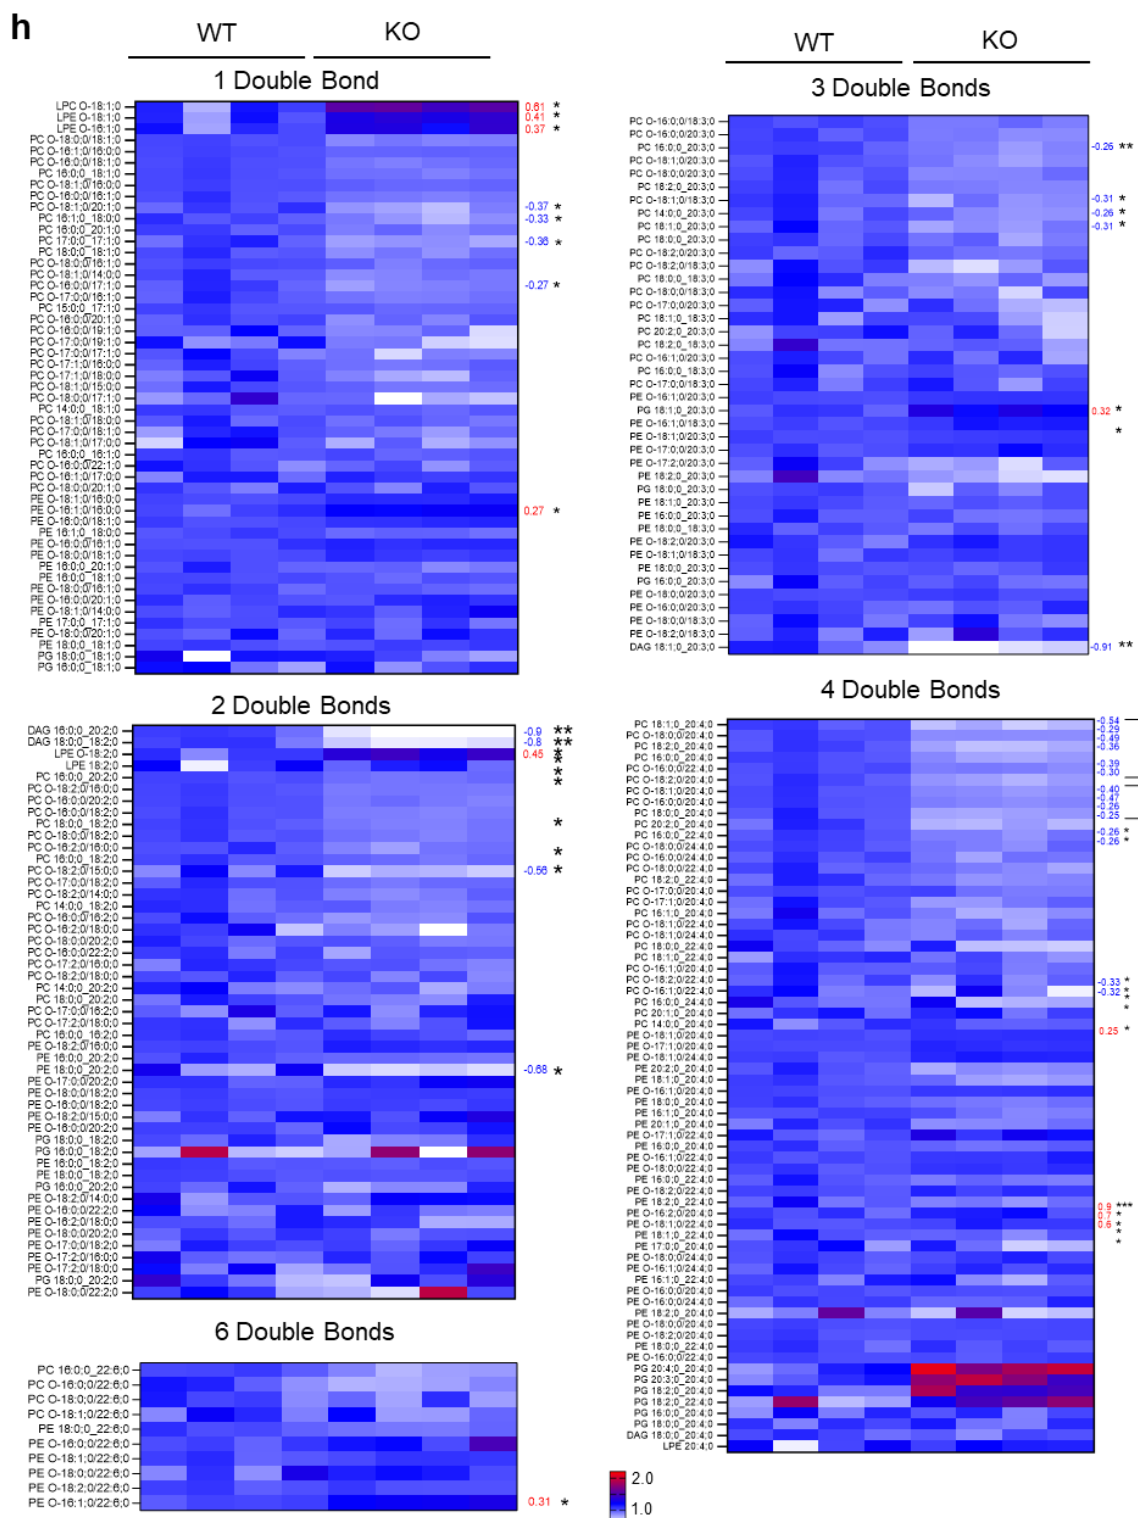

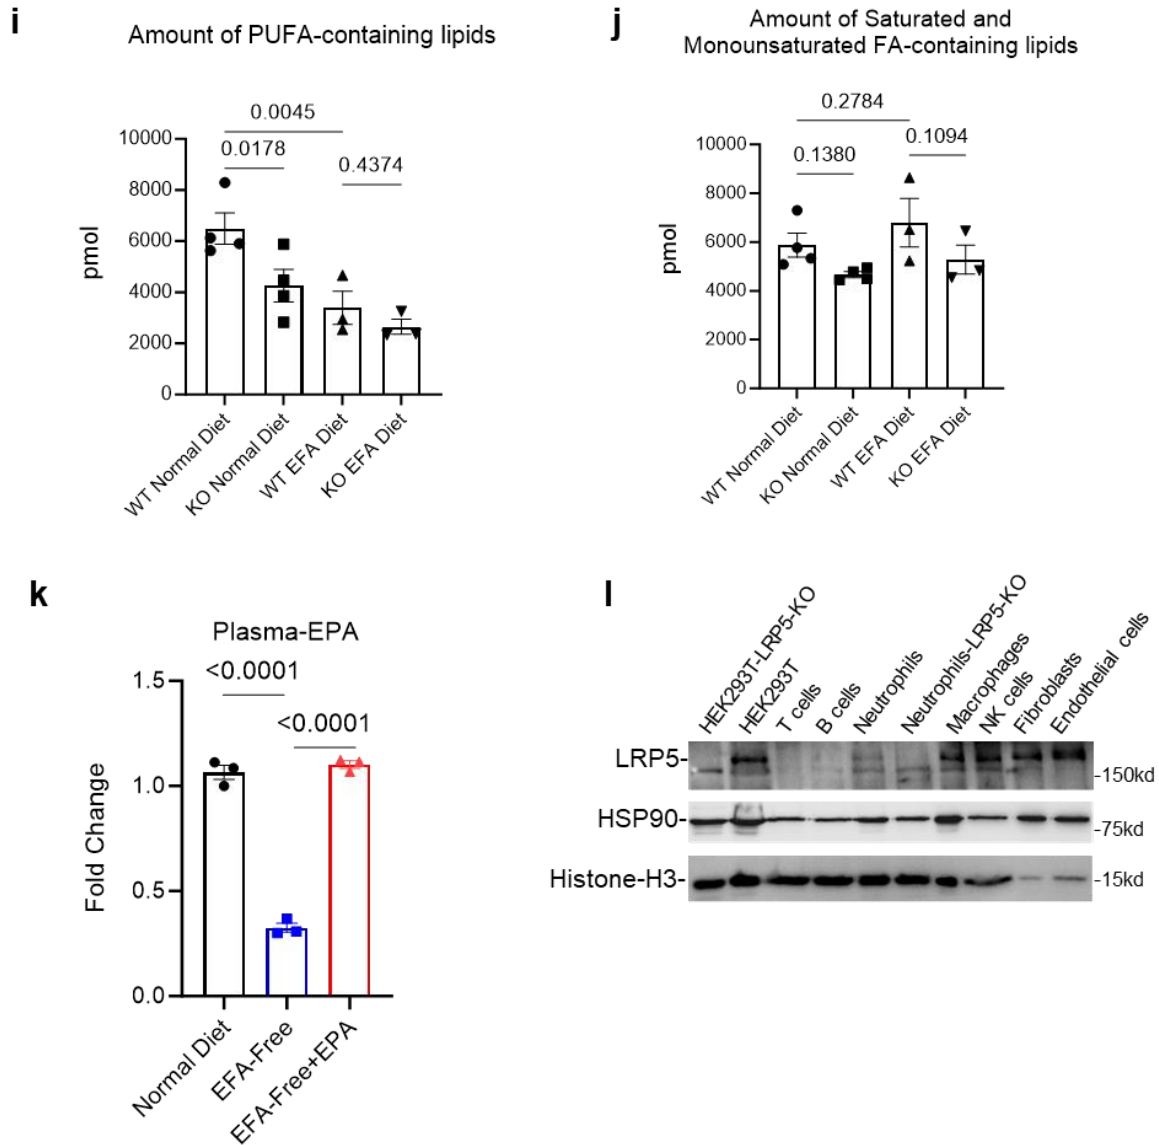

**Supplementary Figure 2. LRP5-deficiency does not affect Wnt- $\beta$ -catenin signaling, but reduces PUFA accretion in neutrophils.** **a** Representative heart section images stained with triphenyl tetrazolium chloride from mice subjected to myocardial ischemia reperfusion injury for Fig. 2a. **b** Pearson's coefficients of co-localization of MPO and citrullinated histone (c-His) in the injured heart sections. Each datum point is one mouse (n=5 per group for ND treatment and n=4 per group for EFA treatment). Data are presented as mean $\pm$ sem with p values (One-way ANOVA) **c, d** Bone marrow neutrophils were isolated from *Lrp5<sup>M</sup>* (**c**) or *Lrp6<sup>M</sup>* (**d**) and subjected to Wnt3A stimulation (50 ng/ml, 2 hours). **e** Targeted

LC-MS analysis of PC, PE and PS species in neutrophils that were isolated from neutrophil-specific LRP5 KO or WT mice. Data in **b-e** are presented as mean $\pm$ sem with p values (Student's t-test, Two-tailed, unpaired). **f, g** Heatmaps of relative amounts of all of the phospholipids with one of fatty acid chains containing 5 double-bonds, triglycerides containing more than 5 double bonds (**f**), and phospholipids containing only saturated fatty acids (**g**) that were identified by the lipidomic analysis. **h** Heatmap of all glycerolipid species identified by the lipidomic analysis that contain fatty acids with 1 double-bond, 2 double-bonds, 3 double-bonds, 4 double-bonds, 6 double bonds. Data in **f-h** are presented as Log<sub>2</sub>fold changes of the content in LRP5 KO neutrophils compared to that in WT neutrophils. Significant reductions and increases (Log<sub>2</sub>fold>0.25 or <-0.25; p<0.05, Student's t-test, Two-tailed, unpaired) are shown with the Log<sub>2</sub>fold change values at the right side in blue or red, respectively. (\* p<0.05, \*\* p<0.01, \*\*\* p<0.001). The complete dataset is shown in Supplementary Data 1. **i, j** Lipidomic analysis of PUFA-containing lipids (**i**) or saturated and monounsaturated fatty acids containing lipids (**j**) in neutrophils from WT or LRP5 KO mice on normal diet or EFA-Free diet. Data are presented as mean $\pm$ sem with p values (One-way ANOVA). **k** Targeted LC-MS analysis of EPA level in the plasma of the mice on normal diet, EFA-free diet or refed with EPA after EFA-free diet. Data are presented as mean $\pm$ sem with p values (One-way ANOVA). **l** Western blot of LRP5 protein expression in different cell types.

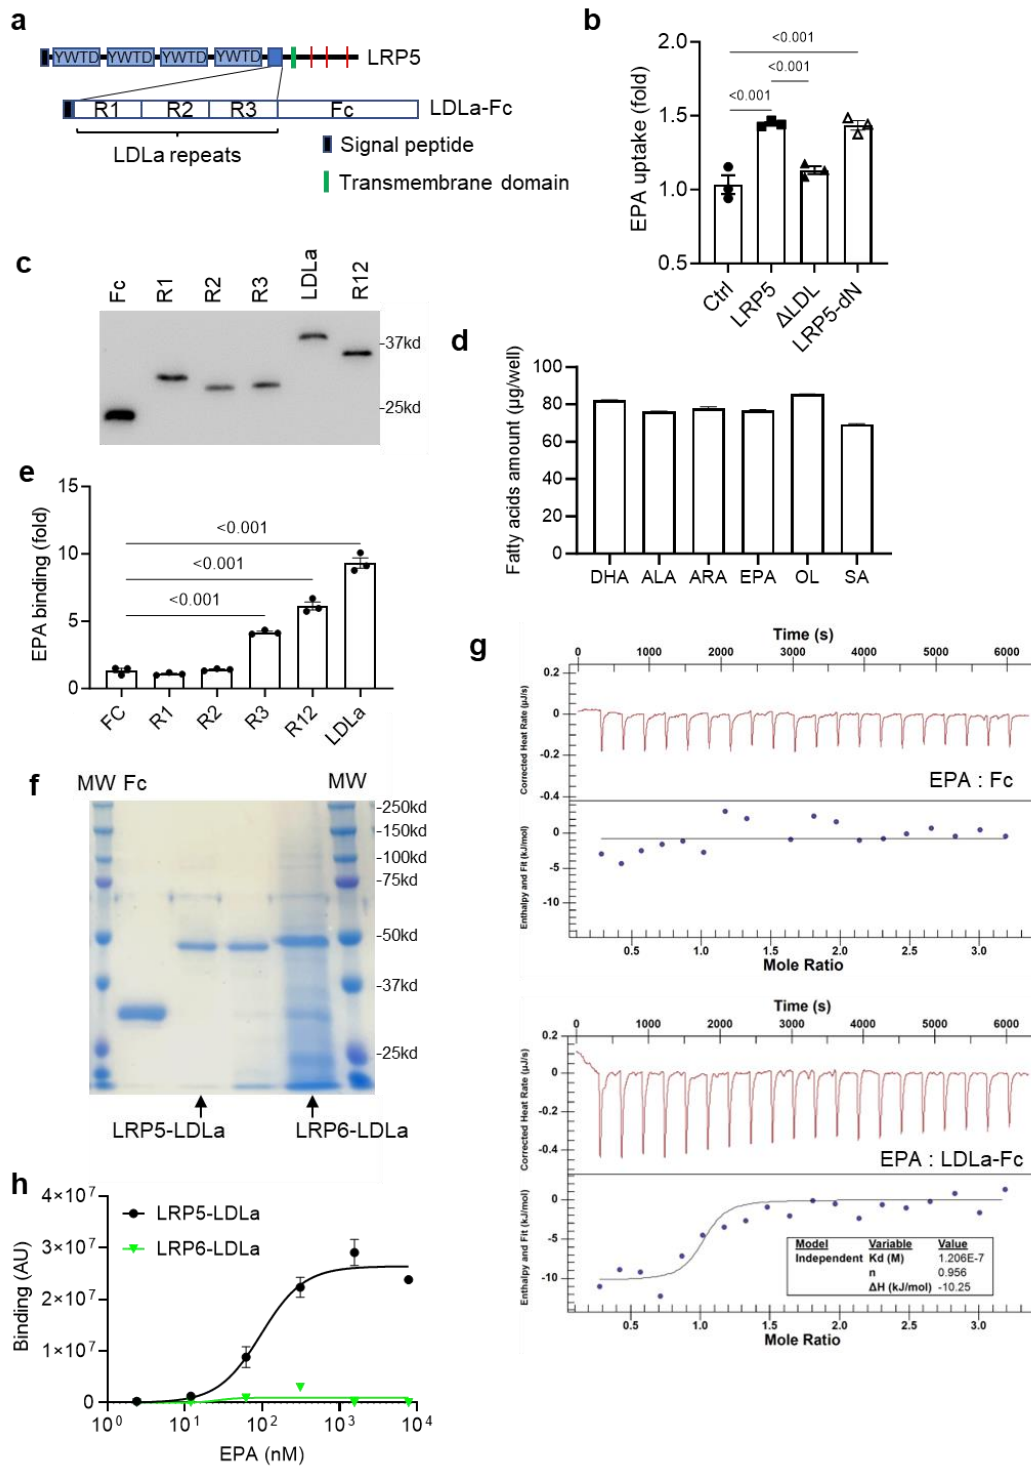

**Supplementary Figure 3. LRP5 LDLa repeats bind to PUFAs.** **a** Schematic representation of the full-length LRP5 protein and LRP5 LDLa-Fc fusion protein. **b** LRP5 KO HEK293T cells were transfected with a control vector (Ctrl) or a plasmid expressing mouse LRP5, LRP5 without the LDLa repeats ( $\Delta$ LDL) or LRP5 without N-terminal four YWTD repeats domains (LRP5-dN). The cells were incubated with  $^{14}$ C-EPA with BSA. The uptake by the Ctrl cells is taken as 1 (n=3 for each group). Data are presented as

mean $\pm$ sem with p values (One-way ANOVA). **c** Western detection of LRP5 LDLa repeats fused with Fc in CMs from HEK293T cells. **d** The amounts of fatty acids that have been coated on the plate in the binding assays were determined by HPLC. **e** Binding of LRP5 LDLa repeats to fatty acids was determined by coating the plate with BSA or BSA plus a fatty acid, followed with incubation with conditioned medium from cells expressing Fc or LRP5 LDLa-Fc. The binding of Fc to BSA is set as 1 (n=3 for each group). Data are presented as mean $\pm$ sem with p values (One-way ANOVA). **f** Coomassie blue stain of purified proteins. **g** Isothermal titration calorimetry assay was performed to determine the binding affinity between EPA and purified Fc (upper panel) or LDLa-Fc protein (bottom panel). **h** Binding of purified LRP5 LDLa repeats and LRP6-LDLa repeats fused with Fc to EPA. Binding to Fc was subtracted (n=3 for each group). Data are presented as mean $\pm$ sem.

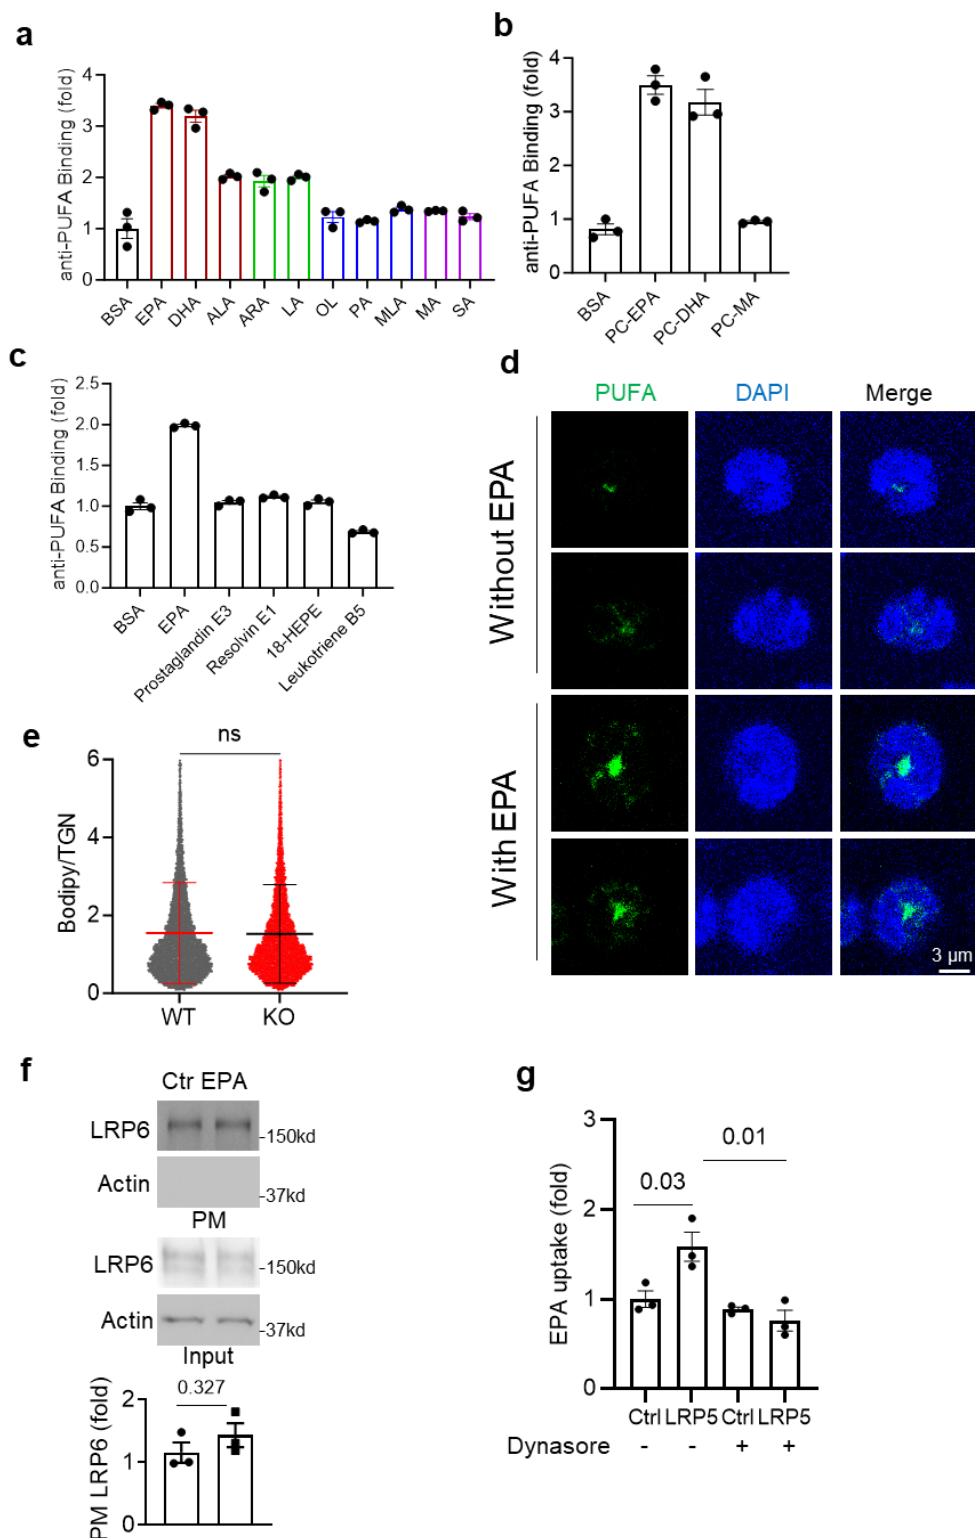

**Supplementary Figure 4. Anti-PUFA specificity and LRP6 internalization.** **a** The binding of anti-PUFA antibody to various fatty acids was determined by coating BSA or BSA carrying EPA, DHA, ALA, LA, OL (oleic acid), PA (palmitoleic acid), MLA (myristoleic acid), MA (myristic acid) or SA (stearic acid) in wells of a 96-well plate and incubating the anti-PUFA antibody. Red bars represent n-3 PUFAs, green bars represent n-6 PUFAs, blue bars represent monounsaturated fatty acids and purple bars represent

saturated fatty acids (n=3 for each group). **b** The binding of anti-PUFA antibody to phosphocholine (PC) containing EPA, DHA, or myristic acid (MA) was determined as in **a** (n=3 for each group). **c** The binding of anti-PUFA antibody to EPA metabolites, including prostaglandin E3, resolving E1, 18-HEPE, and Leukotriene B5, was determined as in **a** (n=3 for each group). **d** Neutrophils from WT mice on the essential fatty acid-free diet and cultured with or without EPA (100  $\mu$ M) for three hours were stained with the anti-PUFA and DAPI. **e** Quantification of Bodipy-palmitate fluorescence intensity with normalization of TGN staining intensity based on flowcytometry imaging analysis of neutrophils from WT and neutrophil-specific LRP5 KO mice on the essential fatty acid-free diet that were cultured with Bodipy-palmitate and stained with anti-TGN38 (n=8178 cells for WT and n=8916 cells for KO). **f** HEK293T cells were transfected with a LRP6 expression plasmid, and the internalization experiment was performed as in Fig. 5f. **g** LRP5 KO HEK293T cells were transfected with a control vector (Ctr) or a plasmid expressing mouse LRP5. The cells were treated with or without 80 $\mu$ M dynasore and incubated with  $^{14}$ C-EPA with BSA. The uptake by the Ctr cells is taken as 1. Data in this figure are all presented as mean $\pm$ sem with p values (Student's t-test, Two-tailed, unpaired for **f** and One-way ANOVA for **g**).

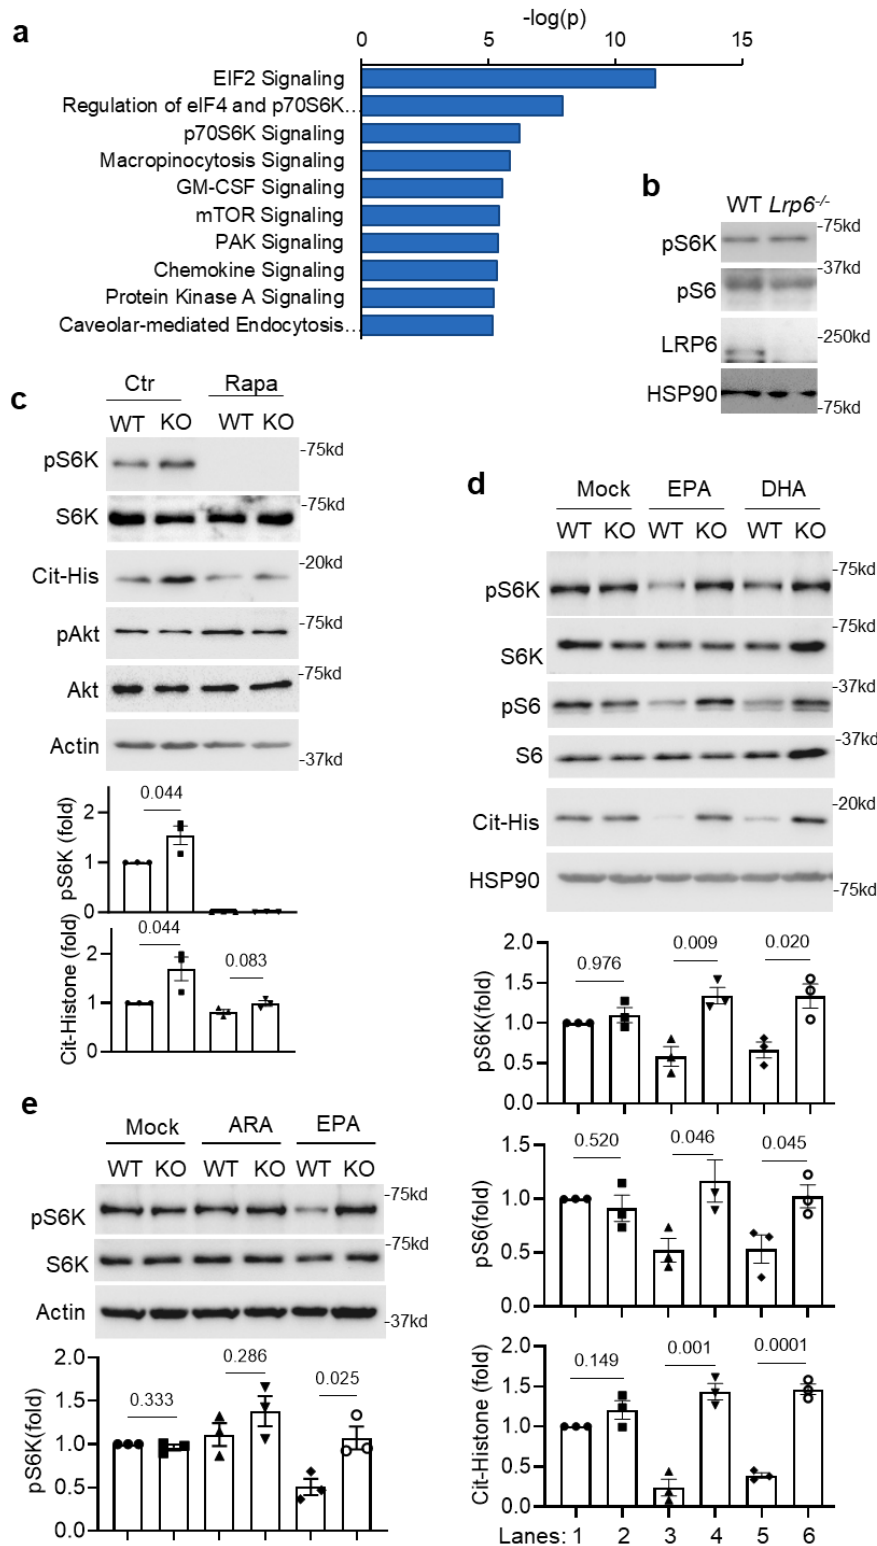

**Supplementary Figure 5. LRP5-transported n-3 PUFA regulates mTORC1 signaling in neutrophils.**  
**a** IPA pathway analysis of differentially expressed genes based on transcriptomic analysis of isolated bone marrow LRP5-null neutrophils in comparison with WT neutrophils. **b** Peritoneal neutrophils from WT

and myeloid-specific LRP6 KO (*Lrp6*<sup>-/-</sup>) mice were analyzed by Western. **c** Peritoneal neutrophils from WT and neutrophil-specific LRP5 KO mice were cultured with 10 ng/ml GM-CSF for four hours in the presence and absence of rapamycin (200 nM). Western qualification was normalized to actin (n=3 per group). Data are presented as mean±sem with p values (Student's t-test, Two-tailed, unpaired). **d, e** Neutrophils isolated from neutrophil-specific LRP5 KO or WT mice fed on the essential fatty acid-free diet were cultured with mock or 100 µM n-3 PUFAs as well as 10 ng/ml GM-CSF in the charcoal-filtered serum medium for three hours before being analyzed by Western blotting. Western qualification was normalized to HSP90 or actin. Data are presented as mean±sem with p values (Student's t-test, Two-tailed, unpaired).

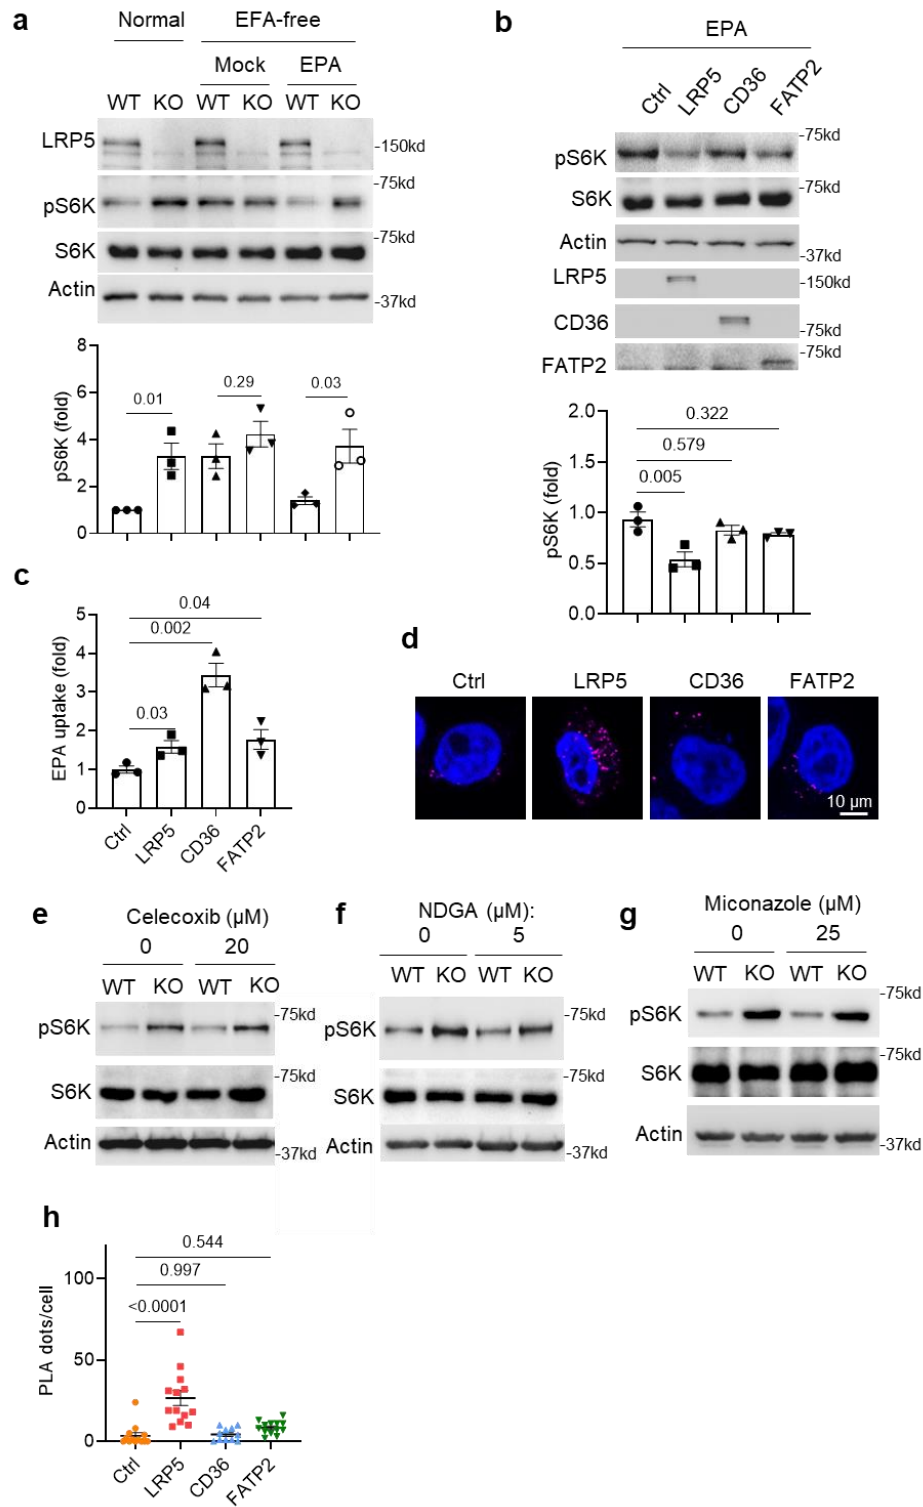

**Supplementary Figure 6. LRP5-transported n-3 PUFA regulates mTORC1 signaling in HEK293T cells and COX2/lipoxygenase-mediated PUFA metabolites is not involved in LRP5-dependent mTORC1 regulation.** **a** WT and LRP5 KO HEK293T cells were cultured in the normal or charcoal-filtered

serum overnight, followed by being cultured in the presence or absence of EPA for two hours before Western blotting analysis (n=3 per group). Data are presented as mean±sem with p values (Student's t-test, Two-tailed, unpaired). **b** LRP5 KO HEK293T cells transfected with the control plasmid (Ctrl), LRP5, CD36, or FATP2 were cultured in the charcoal-filtered serum overnight, followed by being cultured in the presence of EPA for two hours before western blotting analysis (n=3 per group). Data are presented as mean±sem with p values (One-way ANOVA). **c** LRP5 KO HEK293T cells were transfected with a control vector (Ctrl), a plasmid expressing LRP5, CD36, or FATP2. EPA uptake was measured and analyzed as Supplementary Fig. 3b (n=3 per group). Data are presented as mean±sem with p values (Student's t-test, Two-tailed, unpaired). **d** LRP5 KO HEK293T cells transfected with the control plasmid (Ctrl), LRP5, CD36, or FATP2 were cultured in the charcoal-filtered medium overnight, followed by incubation with EPA for three hours. The co-localization of EPA and LAMP1 was detected using PLA (magenta signal). The quantification of the PLA signal is shown in **(h)** (n=13 for Ctrl, n=13 for LRP5, n=11 for CD36 and n=13 for FATP2). Data are presented as mean±sem with p values (One-way ANOVA). Bone marrow WT and LRP5 KO neutrophils were incubated with Celecoxib (**e**), NDGA (**f**) or Miconazole (**g**) for three hours in the presence of GM-CSF and analyzed by Western Blotting.

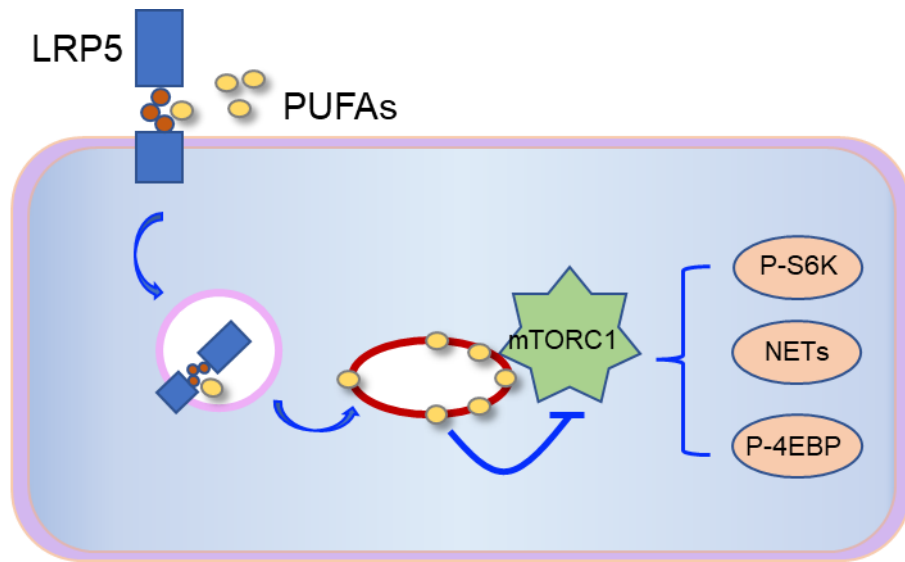

**Supplementary Figure 7. Schematic representation of LRP5, through its LDLa domain, transports PUFAs to intracellular compartments including lysosomes, where it suppresses mTORC1 signaling to regulate cell functions.**

# Supplementary material for: LDL receptor-related protein 5 selectively transports unesterified polyunsaturated fatty acids to intracellular compartments
**Source:** Nat Commun. 2024 Apr 9;15:3068. doi: 10.1038/s41467-024-47262-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Lipidomic analysis raw data of WT and LRP5-KO neutrophils from mice on normal diet (p value was calculated using Student's t-test, Two-tailed, unpaired).

### **File Name: Supplementary Data 2**

**Description:** Lipidomic analysis raw data of WT and LRP5-KO neutrophils from mice on EFA-Free diet

# Supplementary material for: LDL receptor-related protein 5 selectively transports unesterified polyunsaturated fatty acids to intracellular compartments
**Source:** Nat Commun. 2024 Apr 9;15:3068. doi: 10.1038/s41467-024-47262-z
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Immunofluorescence images were acquired using Leica Application Suite X (LAS X) software on Leica SP5 confocal. 14C-fatty acid Uptake signal were acquired using a liquid scintillation counter (PerkinElmer, Tri-CARB 2100TR). Flow imaging were performed using Amnis ImageStream-X MarkII Imaging. Western blot data were imaged using Image Lab software (Bio-Rad). Isothermal titration calorimetry data were collected using ITCRun software on Nano ITC TA instrument.                                                                                                                                         |
| Data analysis   | Statistical analyses were performed using GraphPad Prism 10.2.0. GraphPad Prism 10.2.0 was also used for plotting Volcano plots and Heat maps. Image J was used for biochemical analysis of Western blots and image analysis, including the Pearson's coefficients calculation for colocalization, of confocal images. IDEAS 6.2 was used for analyzing flow imaging data. RNA-seq was analyzed by running the DESeq2 pipeline (default parameters) and signaling pathway analysis was performed in IPA (Ingenuity Pathway Analysis). Flowcytometry analysis was done with Flowjo v10.8. No custom software was used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data has been deposited to Gene Expression Omnibus. The accession number is GSE195678. (To review the dataset please go to <https://nam12.safelinks.protection.outlook.com/?url=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE195678&data=05%7C02%7Cwenwen.tang%40yale.edu%7C46bae33c6700454d80a208dc11e6c136%7Cdd8cbebb21394df8b4114e3e87abeb5c%7C0%7C0%7C638404929993123803%7CUnknown%7CTWFpbGZsb3d8eyJWljiMC4wLjAwMDAiLCJQIjoiV2luMzliLCJBTiI6IjEhaWwiLCJXVCi6Mn0%3D%7C3000%7C%7C%7C&sdata=zn63l4tfi2EUthPpBZvALx6POTR%2FYGmLj1k%2ByOTU4X4%3D&reserved=0>; Enter token afqbuwiktzmzpq into the box)

Source Data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Minimal group sizes for mouse studies were determined by using power calculations with the DSS Researcher's Toolkit with an  $\alpha$  of 0.05 and power of 0.8.

Data exclusions

No data were excluded from analysis.

Replication

Animal experiments were repeated at least twice and all of in vitro experiments were repeated at least three times.

Randomization

All mice were randomly assigned to experimental groups. Randomization was done in other experiments when possible.

Blinding

Animals were grouped based on their genotype, so it was unblinded, but investigators were blinded for most of the quantification experiments. For other experiments, samples were unblinded after data collections have been completed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Citrullinated-Histone-H3 (Abcam, ab5103), Myeloperoxidase/MPO (R&D, AF3667), LAMP-1 (Santa Cruz, sc-20011), TGN38 (Santa Cruz, Sc27680), PUFA (Cloud-Clone, PAO623Ge01), Beta-Catenin (BD, 610154), p-AKT473 (Cell Signaling Technology, 4060), mTOR (Cell Signaling, 2983), LAMP1 (Santa Cruz, sc-19992), PerCP-Cy5.5-Ly6G (BD, 560602), Pacific blue-CD11b (Biolegend 101223), Lrp5 (Cell Signaling Technology, 5731), Lrp6 (Cell Signaling Technology, 3395), Phospho-S6 (Cell Signaling Technology, 4858), total S6 (Cell Signaling Technology, 2217), Phospho-p70 S6K (Cell Signaling Technology, 9234), total p70 S6K (Cell Signaling Technology, 2708), Phospho-4E-BP1 (Cell Signaling Technology, 2855), total 4E-BP1 (Cell Signaling Technology, 9452), Beta-Actin (Proteintech, 66009), and HSP90 (Proteintech, 13171). All flow cytometry antibodies were used with 1:100 dilution. All western antibodies were used with 1:1000 dilution. |
| Validation      | Anti-PUFA antibody (Cloud-Clone, PAO623Ge01) was thoroughly validated in the manuscript (see manuscript for the details). No other antibody validation was performed in this study. All of these validated commercial antibodies used in the study were chosen based on manufacturer's validation results or references on their websites.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                       |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T (ATCC: CRL-3216), Expi293F™ Cells (Thermo Fisher, A14527)                     |
| Authentication                                                       | Cells were authenticated by the source and checked in lab for appropriate morphology. |
| Mycoplasma contamination                                             | Cells have been routinely tested for mycoplasma and they were negative.               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None were used.                                                                       |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The LoxP-floxed Lrp5 (Lrp5fl/fl) and Lrp6 (Lrp6fl/fl) mice were obtained from Bart Williams. The Lrp5fl/fl and Lrp6fl/fl mice were backcrossed with C57BL/6N mice for more than seven generations before being intercrossed with Lyz2-Cre (#004781), Rosa26-CreER2 (#008463), or Mrp8-Cre (#021614) mice (Jackson lab), followed by additional backcrossing with C57BL/6N mice for more than ten generations. Ncr-1-Cre Lrp5fl/fl mice were described previously. Wildtype C57BL/6N mice were purchased from Envigo (#044). The mice were housed under specific-pathogen-free conditions in Yale Animal Resources Center facilities and under 12 hr light/dark cycles at 68-79°F and 30-70% humidity. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | The findings apply to both sexes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All animal experiments were performed with the approval of Institutional Animal Care and Use Committee (IACUC) at Yale University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Analysis were performed on dissociated single type cells. Blood cells were collected and fixed with 2% PFA (Santa-Cruz sc-281692) after lysing red blood cells. Hearts were minced using scissors and scalpel blades and incubated with a digestion buffer [RPMI1640, 5% FBS, 1% PS, 25mM HEPES and 300U/ml collagenase(Sigma C0130)] in a shaker for 20-25min at 37°C. Disperse cells were filtered through a 70µm cell strainer to eliminate clumps and debris. After centrifugation for 5 minutes (500xg) at 4°C, cell pellets were resuspended in the Red Blood Cell Lysis Buffer (Sigma R7757) and incubated at RT for 5 min to remove erythrocytes. Cells were pelleted again, resuspended and incubated with 1µg/ml Type I DNase (Sigma D4263) in RPMI1640 with 5% FBS for 5 min to digest DNA. Cells were then filtered again by a 40 µm cell strainer. Finally, the cells were pelleted and fixed with 2% PFA.

Instrument

BD LSRII flow cytometer

Software

Flowjo v10

Cell population abundance

N/A

Gating strategy

Cells were identified with FSC/SSC gates, debris and doublets were excluded, and fluorescent cells were identified based on non-fluorescent cell controls. Cells were gated with various markers as indicated in the figures.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

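RNA of bone marrow neutrophils was measured in 6 libraries, 3 labelled WT and 3 labelled LRP5-null, from mice aged 10 weeks. The authors aligned the reads to the mouse genome and name the DESeq2 pipeline for quantification, and deposited a table of TPM, in which gene length was taken out and every library scaled to one fixed total over the genes listed. The tool that gave the TPM values is not named in the paper's text. The authors also deposited a read summary with counts of reads per library, shares of reads in percent, a ratio for the coverage bias at each transcript end, a coverage variation score and insert sizes in bases. The deposited identifiers are of a later annotation than the mm9 build the methods name.

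Genes with a mean of at least 1 TPM over all libraries (9775 genes) were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment, comparing all 3 libraries of each label without covariates. A count model was not used, since TPM holds no counts. TPM keeps no depth, so the error of single values comes only from the spread between replicates. The total reads per library ranged from 249841492 to 340580330. The gene lists, and the rule by which genes are named in the text, were written before the data were examined. The rule takes: the 10 with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between groups, those the paper names, the sex-linked genes, and the 3 with the smallest p in each of the EIF2, eIF4-p70S6K and mTOR lists. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and their overlap with called genes with Fisher's exact test, one-sided. Of 14 lists with at least 4 genes tested, besides those at the claims, EIF2 kinases had a median log2 fold change of 0.07 over 6 genes (camera adjusted p = 0.868). Of the T and NK cell list 2 genes passed the filter, and of the Wnt target list 0, so neither had a set test. In the overlap at an unadjusted p under 0.01, 1 of the 2 T and NK cell genes was counted (odds ratio 12.1, Fisher's exact test, one-sided, p = 0.147).

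Transcript length and GC content came from the longest protein-coding transcript of each gene in GENCODE M1 (NCBIM37), matched on the identifier without its version, and covered 89.7% of the genes tested. Coordinates are of NCBIM37. The limma fit was tested on simulated values for 9775 genes with 200 changed genes: 44% of changes of 0.5 on the log2 scale were recovered, 87% of changes of 1 and 99.5% of changes of 2, with 6, 6 and 10 false calls, and with no change there were 0 calls. A simulated trend with GC content over 8769 genes gave 190 calls before its removal and 176 after, of which 173 and 167 were changed genes. Of 200 random unchanged lists, 0 had a camera p under 0.05. The simulated genes of these lists were drawn independently, so this does not show how often camera errs on genes that vary together.

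The alternatives tried were another pseudocount (0.1), filters (none, or a mean of at least 5 TPM), scalings (median ratio, quantile, and TPM rescaled without mitochondrially encoded genes and the 20 most abundant genes), limma without a trend or with robust shrinkage, each library left out, the replicate number as a block and other thresholds for the overlaps. After the data had been seen, the ribosomal share of reads as a covariate, the comparison with WT replicate 3 alone and the removal of GC and length trends were added. Lipidomic, metabolomic and other experiments of the paper were not analysed here.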

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

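The tests of the GC content trend and of the ribosomal share of reads were chosen only after the results were seen, and for the ribosomal share a covariate replaced a comparison with WT replicate 3 as the deciding value. The reading of the intronic test as open was also settled after its value was seen, since its first reading counted against the explanation. That of the test on immature neutrophils was too, since it first read for the explanation. Directions rest on the labels, which the Lrp5 transcript, not lower in the libraries labelled LRP5-null, does not check. Lyz2, the site of the Cre insertion, was lower in each of those libraries than in each labelled WT.

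The share of reads in introns, in a read summary the paper does not discuss, was 10.9% ± 0.31 (SD, n = 3) in the libraries labelled LRP5-null and 8.46% ± 0.62 (SD, n = 3) in those labelled WT, without overlap (exact permutation test, two-sided, p = 0.1, the smallest p 3 libraries against 3 allow). If unspliced RNA had been counted on genes with long introns, log2 fold changes would rise with the ratio of gene span to transcript length. Across genes the Spearman correlation was −0.079, and 0.058 once GC content, length and expression were held fixed, so the direction depends on that choice and the test leaves the explanation open. A difference in RNA preparation between the groups, or more precursor RNA in the cells, was not tested.

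Lists of genes outside the pathways the paper discusses also differed. Nuclear genes of the respiratory chain had a median log2 fold change of 0.20 in the libraries labelled LRP5-null (65 of 73 genes higher, camera adjusted p = 1.23e-08). The median was 0.11 for mitochondrial ribosomal proteins (53 of 68 higher, camera adjusted p = 0.0111), 0.20 for genes of immature neutrophils (18 of 23 higher, camera adjusted p = 0.0111) and −0.18 for genes of mature neutrophils (16 of 21 lower, camera adjusted p = 4.42e-05). All 4 stayed under 0.05 in fry (adjusted p from 0.00933 to 0.0134) and none did with an estimated correlation (adjusted p = 0.187). Against WT replicate 3 alone the medians were 0.16, 0.07, 0.09 and −0.16. With GC and length trends removed, the immature and mature neutrophil medians were 0.12 and −0.18. Both stayed under 0.05 in camera (adjusted p = 0.00757 and 0.000204) and in fry (adjusted p = 0.00423 and 0.0307). With an estimated correlation neither did (adjusted p = 0.194 for both).

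Technical explanations were weighed for the higher ribosomal protein and respiratory chain genes. With the ribosomal share of reads as a covariate, the ribosomal protein median was 0.17. Without the covariate, the median of 0.19 lay above 100% of 10000 random lists matched on transcript length, GC content and expression. Once the GC and length trends of each library were removed the median was 0.10 (limma's camera, adjusted p = 4.50e-05), and the respiratory chain median was 0.13 (adjusted p = 4.50e-05). None of these trends therefore accounts for the whole difference in ribosomal protein genes, though the GC and length trends account for part of it. The GC and length trends likewise account for only part of the difference in respiratory chain genes, for which the covariate was not applied. With the trends removed the mitochondrial ribosomal proteins were no longer past 0.05 (median 0.05, limma's camera, adjusted p = 0.142). These values rest on camera's preset correlation. In fry the first pair of lists stayed under 0.05 (adjusted p = 0.0430 and 0.0299), and with an estimated correlation they did not (adjusted p = 0.194 for both). The immature list exceeded the mature list by 0.38 in median log2 fold change, and 1 of 10 splits of the 6 libraries, the real one, gave as large a contrast. This is the difference of the medians above and no separate evidence for its cause. A larger share of less mature neutrophils in the libraries labelled LRP5-null may be part of the difference between the libraries, and so may a change in these genes within the cells, which were not told apart. All 23 and 21 genes of these lists are expressed in these neutrophils, and whether such a shift also raised the ribosomal and respiratory chain genes was not tested. Whether such a shift would come from the loss of LRP5 or from cell isolation cannot be told apart here, since no value here separates them. The real split also gave the largest ribosomal and respiratory chain medians (1 of 10 splits each), a share that cannot fall under 0.1 with 3 libraries against 3.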

How the results depend on the processing

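The number of genes with an adjusted p under 0.05 depended strongly on single libraries and on the filter. It was 52 (26 higher, 26 lower) and ranged from 2 to 1920 across the 6 fits that each left out one library, with 0 to 1180 higher and 2 to 740 lower. The largest count came without WT replicate 3 and included all 52. Without WT replicate 1 or LRP5-null replicate 2 it was 18 and 15, and without WT replicate 2, LRP5-null replicate 1 or LRP5-null replicate 3 it was 3, 2 and 2. Without a filter on low values 3 genes were called (3 higher, 0 lower), and with a mean of at least 5 TPM 29 (10 higher). Median-ratio scaling lowered the median of all genes from 0.04 to 0.0032 and gave 77 calls, 42 of them lower. Rescaling without the most abundant genes gave 96 calls (69 higher, or 71.9% against 50%), 49 of them among the 52. The ribosomal share of reads as a covariate left 6 calls (1 higher, 5 lower), and removal of the GC and length trends gave 430 (157 higher, 273 lower, 36.5% higher), among them all 40 of the 52 genes with a GC value. Both were added after the data had been seen. The cause of these changes was not tested, apart from fewer samples or another set of genes in some fits. Genes with no overlap between groups numbered 2905, or 29.7% against the 10% that chance gives on average, and up to 1891 in another split of the libraries.

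Both groups carry replicate numbers 1 to 3, which the paper does not say mark a shared batch. The deviations of same-numbered libraries from their group means correlated at 0.23, −0.0075 and 0.13, so the numbers were not taken to pair the libraries. With the replicate block 4 genes were called (2 higher, 2 lower).

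The overlap of the EIF2 list with the called genes turned from an odds ratio of 0 to 2.08 at an unadjusted p under 0.01, 1.17 at an adjusted p under 0.1 and 1.75 without WT replicate 3 (0 to 1.75 across the fits that left out one library). For eIF4-p70S6K it was 1.07 at an unadjusted p under 0.01 and at most 1.13 (from 0) with one library left out. For mTOR it was 1.19, and from 0 to 1.10. With GC and length trends removed the odds ratios were 0.49, 0.73 and 0.83, all below 1. No list of the 3 was past 0.05 except EIF2 at an unadjusted p under 0.01 and without WT replicate 3.

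The ribosomal protein median (0.19) kept its direction in every fit, and its p rose above 0.05 with camera's estimated correlation alone (median 0.19, unadjusted p 0.0666). Median-ratio scaling moved all genes down by about as much as the medians of the next lists, so their signs under it say nothing of them against other genes. Initiation factors changed sign with median-ratio scaling (−0.0021) and against WT replicate 3 alone (−0.0039). The mTOR pathway list was −0.0051 with median-ratio scaling, −0.018 with the ribosomal share as covariate, −0.056 with GC and length trends removed and −0.032 against WT replicate 3, and ranged from −0.022 to 0.068 with one library left out. The PI3K, RAS and MAPK median lost its p under 0.05 with an estimated correlation (−0.030), fry (−0.030), quantile normalization (−0.032) and without WT replicate 3 (−0.017). It was −0.065 with the ribosomal share as covariate and −0.066 with trends removed, with an unadjusted p under 0.05 in both, −0.086 against WT replicate 3 and between −0.079 and −0.0067 with one library left out. Lrp5 stayed above 0, at 0.15 to 0.49, and was called in none of the fits that tested it. It did not pass the filter of 5 TPM.

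Single genes near 0 changed sign, with median-ratio scaling by the shift of all genes. Mtor was −0.0027 with median-ratio scaling, −0.036 with quantile normalization, −0.16 with the covariate and −0.16 with trends removed, and from −0.11 to 0.17 with one library left out. Against WT replicate 3 alone Mtor was −0.24. Rps6 was −0.044 with median-ratio scaling and −0.071 with trends removed, and from −0.028 to 0.041. Rps6kb1 was −0.0051 and −0.013 with the 2 scalings, and from −0.088 to 0.16. Among the single genes named, values also changed without a reversal being counted: 55 weaker, 10 stronger and 7 moved in fits without a test. Mtor against WT replicate 3 is among those that moved. Among the stronger were Eif4ebp1 (−0.26) and Ulk1 (0.35) with trends removed, and the others were without WT replicate 3. The cause was not tested. TPM holds no read depth, so the limit that depth sets on low genes such as the immunoglobulin segments is unknown.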

Differences from the paper's values

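The paper's text and its Supplementary Fig. 5a count EIF2, eIF4-p70S6K and mTOR signaling among the pathways altered in LRP5-null neutrophils. With lists drawn up as stand-ins for those of IPA, none of the genes tested overlapped the 52 called genes, an odds ratio of 0 for each. Chance would give 0.660, 0.590 and 0.654 genes, so with so few calls an overlap of 0 cannot count against the paper's enrichment. The EIF2 list was over-represented at an unadjusted p under 0.01 (odds ratio 2.08, Fisher's exact test, one-sided, p = 0.00605) and without WT replicate 3 (odds ratio 1.75, p = 0.00410), both set before the data were examined. With the GC and length trends removed, a correction chosen after seeing the values, the odds ratios of the EIF2, eIF4-p70S6K and mTOR lists were 0.49, 0.73 and 0.83, below 1 in each. Its 124 genes as a set were also higher in the libraries labelled LRP5-null (median log2 fold change 0.13, 103 of 124 higher, limma's camera p = 3.39e-05 and fry p = 0.00272 adjusted over the 3 lists, but 0.138 with an estimated correlation, 0.0461 unadjusted). That median was 0.06 with the trends removed and 0.10 against WT replicate 3. For the eIF4-p70S6K and mTOR lists the lowest Fisher's exact p over the alternatives was 0.335 and 0.339, and as sets they had camera adjusted p of 0.360 and 0.111. The measures are not on one scale, since IPA's lists and its scores were not used here. The called genes may also differ, since the paper names DESeq2 and limma on TPM was used here.

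The paper describes the neutrophils of the second group as null for LRP5. In the libraries so labelled the Lrp5 transcript was not lower (log2 fold change 0.31, limma adjusted p = 0.136). With the GC and length trends removed the change was 0.15 (limma adjusted p = 0.240). The TPM of a whole gene does not decide whether the allele is null. Loss of a single exon may leave it almost unchanged, since the largest of 23 exons holds 9.03% of the longest transcript. Protein was not measured in these libraries.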

Other observations

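Tests on GC content, ribosomal RNA removal, a mislabelled sample, flanking DNA, the exons of Lrp5, immunoglobulin segments and Y-linked genes were chosen only after the results were seen. The tests of flanking DNA and of immunoglobulin segments first read against their explanations and were set to open once their values had been seen. The test of a mislabelled sample first read for the explanation by the share of genes on the WT side. It was then set to open, and was replaced by a comparison with LRP5-null libraries left out in the same way.

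WT replicate 3 lay nearer the libraries labelled LRP5-null than the other WT libraries. The first principal component took 47.3% of the variance, with WT replicates 1 to 3 at −24.1, −12.6 and 5.74 and the libraries labelled LRP5-null between 7.61 and 12.4. The libraries above 0 on it had a ribosomal share of reads of 2.69% or more, and those below 0 of 1.30% or less. They also parted by the trend with GC content, and the difference between the libraries labelled LRP5-null and WT replicate 3 had almost no such trend (Spearman correlation −0.011 across genes, against 0.49 for the log2 fold change of the groups). A difference in ribosomal RNA removal or another step of library preparation is a candidate explanation, but it cannot be told apart from the labels, since the libraries of low share were all WT. The values argue against WT replicate 3 being a mislabelled LRP5-null library. Of 1920 genes called without it, it stood on the WT side for 560, or 29.2%, and with the GC and length trends removed for 432 of 701, or 61.6%. When each library labelled LRP5-null was left out as well, the genes called between WT replicates 1 and 2 and the remaining pair put the left-out library on the WT side in 5.19% to 10.2% of cases, and WT replicate 3 in 34.4% to 40.6%. With the trends removed 3 to 12 genes were called in these fits, so those with an unadjusted p under 0.01 were taken, and the shares were 9.36% to 11.8% and 60.3% to 64.1%. Lyz2, where the Cre was inserted, was 24797 TPM in WT replicate 3 against 13360 to 14027 TPM in the libraries labelled LRP5-null. A partial mix of samples was not tested.

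The 52 calls were more than in the other splits of the libraries, of which the largest gave 4 (1 of 10 splits, the real one, reached 52), a share that 3 libraries against 3 cannot bring under 0.1. After removal of GC and length trends the real split gave 430 calls and the others at most 4. The trend does not account for the calls as a whole, since all 40 called genes with a GC value stayed called, and neither do the most abundant genes, since 49 of the 52 stayed called without them. Lists of other cell types had medians near 0 over members that went both ways: 0.049 for B cells (5 genes), −0.0011 for erythroid cells (4 genes), 0.0034 for monocytes and macrophages (11 genes) and 0.0037 for eosinophils and basophils (5 genes), and the list of genes induced by cell stress had 0.064 (13 genes). The eosinophil and basophil list had 1 gene called. Its mean log2(TPM + 1) was 3.08 to 3.19 in libraries labelled LRP5-null and 2.86 to 3.03 in those labelled WT. These values decide nothing about small shares of such cells.

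Lyz2 fell by 0.91 on the log2 scale, and was lower in each library labelled LRP5-null than in each labelled WT, as a Cre inserted in the gene may bring about. Flanking DNA of a donor strain near Lyz2 or Lrp5 could change neighbouring genes: besides Lyz2, 1 of 220 genes tested within 10 Mb was called, Mdm1, against 1.15 by chance (Fisher's exact test, one-sided, p = 0.688), a count too small to exclude an effect on that gene. Lrp5 has 23 exons in its longest transcript, the largest with 9.03% of its length, so loss of a single exon may leave its TPM almost unchanged. Reads across exons were not used here, and the rise of Lrp5 is not explained by this.

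Of the 52 called genes, 10 are immunoglobulin genes among 52 tested, against 0.277 by chance (Fisher's exact test, one-sided, p = 9.72e-14). They went both ways, 6 lower and 4 higher in the libraries labelled LRP5-null. All 10 stand below 5 TPM in every library, and segments of similar sequence could share reads. These counts therefore leave open whether one group held more B lineage cells. Different plasma cell clones between mice are a candidate explanation that these data do not test.

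All 6 libraries held Xist and 4 Y-linked genes above 0.1 TPM, so each held transcripts typical of both sexes, and their presence cannot tell a difference in sex mix between the groups. Levels differed: with GC and length trends removed, Ddx3y, Uty, Eif2s3y and Kdm5d were 0.54, 0.55, 0.65 and 0.60 higher on the log2 scale in the libraries labelled LRP5-null (limma adjusted p = 0.0644, 0.0126, 0.0215 and 0.0161). Before that removal none was under 0.05 (limma adjusted p from 0.0546 for Kdm5d to 0.511 for Ddx3y). Xist was not lower (log2 fold change 0.20, limma adjusted p = 0.312), which more male cells would need, but this is a single gene and stays open. The sex of the mice is not stated for these libraries.

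The median SD between replicates, on the scale of log2(TPM + 1), was 0.0749 in the libraries labelled LRP5-null and 0.135 in those labelled WT, and 72.8% of genes varied more among the latter. No biological explanation was tested for this.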
